# SOX2 is required independently in both stem and differentiated cells for pituitary tumorigenesis in *p27*-null mice

**DOI:** 10.1073/pnas.2017115118

**Published:** 2021-02-11

**Authors:** Veronica Moncho-Amor, Probir Chakravarty, Christophe Galichet, Ander Matheu, Robin Lovell-Badge, Karine Rizzoti

**Keywords:** pituitary, stem cell, tumorigenesis

## Abstract

P27, a cell cycle inhibitor, is also able to drive repression of *Sox2*. This interaction plays a crucial role during development of *p27*^*−/−*^ pituitary tumors because loss of one copy of *Sox2* impairs tumorigenesis [H. Li *et al.*, *Cell Stem Cell* 11, 845–852 (2012)]. However, SOX2 is expressed in both endocrine and stem cells (SCs), and its contribution to tumorigenesis in either cell type is unknown. We have thus explored the cellular origin and mechanisms underlying endocrine tumorigenesis in *p27*^*−/−*^ pituitaries. We found that pituitary hyperplasia is associated with reduced cellular differentiation, in parallel with increased levels of SOX2 in stem and endocrine cells. Using conditional loss-of-function and lineage tracing approaches, we show that SOX2 is required cell autonomously in *p27*^*−/−*^ endocrine cells for these to give rise to tumors, and in SCs for promotion of tumorigenesis. This is supported by studies deleting the *Sox2* regulatory region 2 (*Srr2*), the target of P27 repressive action. Single cell transcriptomic analysis further reveals that activation of a SOX2-dependent MAPK pathway in SCs is important for tumorigenesis. Altogether, our data highlight different aspects of the role of SOX2 following loss of *p27*, according to cellular context, and uncover an unexpected SOX2-dependent tumor-promoting role for SCs. Our results imply that targeting SCs, in addition to tumor cells, may represent an efficient antitumoral strategy in certain contexts.

## Significance

Tumor development can depend on cell intrinsic dysfunction, but, in some cases, extrinsic factors are important drivers. Here, we established a genetically tractable model, demonstrating that the same gene is relevant both cell autonomously and noncell autonomously for tumorigenesis. Deletion of *p27*, down-regulated in many tumors, predominantly leads to development of murine pituitary tumors. SOX2, transcriptionally derepressed in absence of P27, is important for tumorigenesis in this and other models, but little is known about its interaction. Using loss-of-function and lineage tracing approaches, we establish its regulatory interaction in vivo and show that SOX2 is required independently, both in endocrine and stem cells, to orchestrate tumorigenesis in absence of P27, establishing a powerful model to investigate mechanisms of tumor development.

Tumors frequently originate due to dysfunction of genes acting cell autonomously. However, in rarer cases, cells acquiring mutations may not form the tumor themselves, but instead induce others to do so (1, 2). Regardless of their origin, tumors often display considerable cellular heterogeneity, which can include the presence of cancer stem cells (CSCs), a subpopulation of undifferentiated tumoral cells that may originate from resident tissue stem cells (SCs), and fuel growth and recurrence of the tumor (3). Understanding the precise origins and mechanisms of tumorigenesis is important to decipher therapeutic strategies.

The pituitary is a small endocrine gland, located just under the brain. In the mouse, the anterior lobe (AL) is highly vascularized and contains most endocrine cell populations, while the avascular intermediate lobe (IL) is populated by a single endocrine population, the melanotrophs. These secrete melanocyte stimulating hormone (MSH) which is processed from its precursor pro-opio-melanocortin (POMC), whereas corticotrophs in the AL cleave POMC into adrenocorticotropic hormone (ACTH). Expression of *Pomc* is controlled in both cell types by the T-box factor TBX19 (4). In the embryo, the pioneer transcription factor PAX7 controls acquisition of the melanotroph vs. corticotroph fate (5). Melanotrophs are quiescent, in contrast with AL endocrine cells (6); however, they are particularly sensitive to mutations affecting cell cycle regulators (7). In mice deleted for *p27*, encoding a protein best known for its negative cell cycle regulatory role (8), tumorigenesis in mature animals is the hallmark of its pleiotropic effects (9–11). In the pituitary, this happens specifically in the IL, while the AL is largely unaffected (12). In the developing murine pituitary, P27, along with P57, is necessary for cell cycle exit in differentiating endocrine cells (13). However, its role is not limited to cell cycle regulation, because in *Cyclin D1*^*−/−*^*; p27*^*−/−*^ compound mutants, pituitary hyperplasia is still present (14).

We have previously demonstrated that P27 can recruit cofactors to repress the expression of the transcription factor SOX2 during differentiation of induced pluripotent SCs (iPSCs) (15). SOX2 is an essential factor associated with stemness. It is highly expressed in many cancers and this is associated with poor prognosis (16–18). In vivo, the SOX2-P27 interaction is particularly relevant for the IL because deletion of one copy of *Sox2* diminishes tumorigenesis in *p27*^*−/−*^ animals (15).

The cellular specificity of this interaction may be explained by the restricted pattern of expression of SOX2 in pituitary endocrine cells; melanotrophs are the only endocrine cell type to express SOX2 (19). However, SOX2 is also expressed in adult pituitary SCs (2, 20, 21). Interestingly, in *p27*^*−/−*^ mice, the thickness of the SOX2^+ve^ SC layer is increased (15). Therefore, while the importance of the SOX2-P27 interaction for IL tumorigenesis is apparent, the modalities of this interaction and the roles of SOX2 in SCs and melanotrophs are unknown.

In this study, we have developed complementary genetic approaches to characterize the SOX2-P27 interaction and understand how *p27*^*−/−*^ IL tumorigenesis develops. As *p27*^*−/−*^ ILs become hyperplastic, melanotrophs tend to lose differentiated features and display increased levels of SOX2 expression in parallel with SCs. To determine the cellular origin of the tumors, and explore SOX2 function, we have performed lineage tracing experiments and deleted the gene separately in melanotrophs and SCs. This allows us to demonstrate that SOX2 is required in melanotrophs, and also, independently, in SCs for tumorigenesis. Deletion of the *Sox2* regulatory region 2 (*Srr2*), the target of P27 repressive action, further supports the protumorigenic role of SOX2 in SCs. Finally, single cell transcriptomic analyses reveal that activation of a SOX2-dependent MAPK pathway in SCs is important for tumorigenesis. In conclusion, our study shows that, following loss of *p27*, SOX2 orchestrates tumorigenesis both cell autonomously and noncell autonomously, uncovering an unexpected role for SCs in IL tumorigenesis. This suggests that SCs, or the relevant signaling molecules, represent good antitumoral targets, in addition to tumor cells themselves.

## Results

### Characterization of Intermediate Lobe Tumors in *p27*^*−/−*^ Pituitaries.

We first examined P27 by immunofluorescence and observed widespread nuclear expression throughout the anterior pituitary with varying levels of expression (Fig. 1*A*), in agreement with fluctuations of P27 according to the cell cycle. Anterior endocrine and stem cells proliferate rarely (20, 22) and P27 levels are relatively high in these. However, even though IL melanotrophs have been shown to be quiescent (6), P27 immunostaining is much weaker compared with the AL and SCs. We then examined SOX2, which is expressed both in SCs (18), and, at lower levels, in melanotrophs (19) (Fig. 1*A*). Coexpression of SOX2 and its repressor P27 probably reflects complex regulatory mechanisms controlling *Sox2* expression and/or availability of corepressors recruited by P27 mechanisms.

**Fig. 1.**
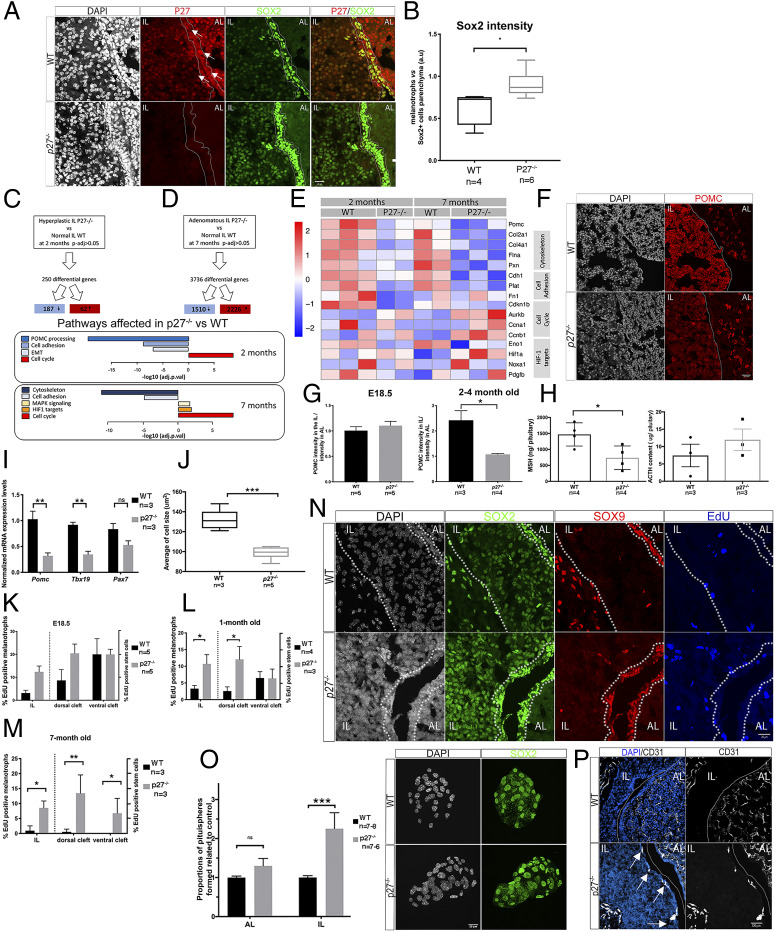
The expression of stem cell and differentiation markers is affected in *p27*^−/−^ IL. (*A*) P27 and SOX2 immunofluorescence in adult pituitaries. In *p27*^−/−^ IL, SOX2 staining is more intense. (*B*) Quantification of SOX2 expression levels in *p27*^−/−^ versus wild type (WT) after immunofluorescence. The ratio of staining intensity between SOX2^+^melanotroph/SOX2^+^ SC in AL parenchyma is represented. In WT, SOX2 staining in melanotrophs is less intense than in AL SCs (0.63 ± 0.20) while in *p27*^−/−^ it becomes similar (0.91 ± 0.16); (*P = 0.019, *n* = 4–6 in each group). (*C* and *D*) Bulk RNAseq selected pathway analysis in 2-mo-old IL (*p27*^−/−^ *n* = 2 vs. WT *n* = 3, adjusted *P* value <0.05) (*C*), and in 7-mo-old hyperplastic IL (*p27*^−/−^ *n* = 4 vs. WT *n* = 2) (*D*). Blue tones show down-regulated pathways while red-yellow represent up-regulation. (*E*) Heatmap of representative genes expression from pathways shown in *C* and *D*. (*F*) POMC immunofluorescence in adult pituitaries. (*G*) Quantification of POMC intensity in melanotrophs in relation to corticotrophs at E18.5 in WT (1.01 ± 0.17, *n* = 5) and *p27*^−/−^ (1.10 ± 0.19, *n* = 5) and in 2- to 4-mo-old animals. Levels are significantly reduced in mutants (WT: 2.42 ± 0.76, *n* = 3; *p27*^−/−^: 1.1 ± 0.07, *n* = 4, *P = 0.0286). (*H*) Radioimmunoassays for MSH and ACTH. *p27*^−/−^ pituitaries contain less MSH (*P = 0.0306, *n* = 4 in each group) (*Left* graph); ACTH levels are not affected (*Right *graph). (*I*) RT-qPCR in 2- to 3-mo-old *p27*^−/−^ and WT. *Pomc* (WT: 1.03 ± 0.27, *n *= 3; *p27*^−/−^: 0.32 ± 0.09, *n* = 3,**P = 0.0013) and *Tbx19* levels (WT: 0.94 ± 0.08, *n* = 3; *p27*^−/−^: 0.30 ± 0.10, *n* = 3, **P = 0.0071) were reduced in mutants. (*J*) Average cell size of melanotrophs. *p27*^−/−^ melanotrophs (99 ± 5.6, *n* = 5) are smaller compared to WT (132 ± 10, *n* = 3, ***P = 0.0007). (*K*–*M*) Analysis of cell proliferation. EdU incorporation was quantified in melanotrophs (EdU;SOX2;PAX7 triple positive/SOX2;PAX7 double positive in *L* or EdU;SOX2 double positive; SOX9 negative/SOX2 positive;SOX9 negative positive cells in *M* and *N*) and SCs (EdU;SOX2 double positive; PAX7 negative/SOX2 positive;PAX7 negative cells in *L* or EdU;SOX2;SOX9 triple positive/SOX2;SOX9 double positive in *M* and *N*). SCs were distinguished as ventral (flanking AL) or dorsal (flanking IL). In 1-mo-old mice (*M*), cell proliferation increases in *p27*^−/−^ melanotrophs and dorsal SCs (*n* = 3–4 mice/genotype, melanotrophs *P = 0.0235, dorsal cleft *P = 0.0419). In 7-mo-old mice, (*N*) cell proliferation increases in melanotrophs and both dorsal and ventral SCs (*n* = 3 mice/genotype, melanotrophs *P = 0.0167, dorsal cleft **P = 0.0085, ventral cleft *P = 0.0229). (*N*) SOX2, SOX9, and EdU triple staining in 1-mo-old pituitaries. (*O*) Immunofluorescence for SOX2 on IL pituispheres from 2- to 3-mo-old animals. The proportion of pituispheres is increased in mutant IL (***P < 0.0001, *n* = 6–8 in each group). (*P*) Immunofluorescence for CD31 in 1-mo-old pituitaries. *p27*^−/−^ ILs show ectopic blood vessels (arrows). ns, nonsignificant.

In *p27*^*−/−*^ pituitaries, the SC layer appears thicker in mutants (15). In agreement with a repressive action of P27 on *Sox2* expression (15), SOX2/*Sox2* levels are significantly up-regulated both in SCs and melanotrophs in *p27*^*−/−*^ pituitaries (Fig. 1 *A* and *B* and *SI Appendix*, Fig. S1 *A* and *B*).

To further characterize initiation and development of the tumors in *p27*^*−/−*^ mice, we performed transcriptomic analyses from dissected ILs (Fig. 1 *C*–*E* and *SI Appendix*, Fig. S1*C*). Before tumorigenesis, at 2 mo of age, we detected 250 differentially expressed genes (DEGs) between *p27*^*−/−*^ and control samples. In 7-mo-old animals, when hyperplasia is very clear, there were 3,736 DEGs (Dataset S1). We then performed a pathway analysis (Dataset S1). At both stages, up-regulation of cell cycle markers was observed, in agreement with the CDKI function of P27. We also observed down-regulation of genes associated with the cytoskeleton and cell adhesion which may reflect disruption of the direct interaction between P27 and RhoA (23). Furthermore, down-regulation of POMC and genes associated with its processing suggests an alteration of melanotroph function and/or identity in mutants.

We further investigated whether melanotroph function and/or identity have been altered, something that has not been reported previously (9–11). We observed a significant down-regulation of POMC processing in 2-mo-old mutants, while expression of *Pax7* and of the POMC-lineage marker *Tnxb* (24) are reduced in 7-mo-old mutants (Dataset S1). We then quantified POMC/*Pomc* expression levels, and detected a down-regulation exclusively in *p27*^*−/−*^ melanotrophs, postnatally, but prior to tumorigenesis (Fig. 1 *F*–*H*), while corticotrophs appear unaffected. In agreement with these data, radioimmunoassays show that levels of MSH are reduced while ACTH is unaffected in *p27*^*−/−*^ pituitaries (Fig. 1*H*). This shows that the anterior pituitary is affected by loss of *p27*. TBX19 is a direct upstream regulator required for *Pomc* expression (25). In agreement with a reduction in *Pomc* levels, *Tbx19* levels are significantly reduced in the IL, while *Pax7* levels (5) also appear reduced, although not to a statistically significant degree in 2- to 3-mo-old animals (Fig. 1*I*). Moreover, *p27*^*−/−*^ melanotrophs are smaller than those in wild-type (WT) pituitaries (Fig. 1*J*). Altogether, these results suggest that melanotroph identity and/or postnatal maturation are altered in *p27*^*−/−*^ mutants, and this occurs before tumors develop.

We then examined cell proliferation by quantifying incorporation of 5-ethynyl-2′-deoxyuridine (EdU) in the IL, dorsal (flanking IL), and ventral SC layer (flanking the AL) (Fig. 1 *K*–*N*). In E18.5 embryos, proliferation tends to increase in both IL and its flanking SC layer in the mutants; however, this is not statistically significant (Fig. 1*K*). In contrast, in 1-mo-old mutant animals, we observed a significant increase in proliferation of both melanotrophs and adjacent SCs (Fig. 1 *L*–*N*). In 7-mo-old animals, increased proliferation was observed in all compartments of the mutants compared to controls (Fig. 1*M*), in agreement with the transcriptomic analysis results (Fig. 1 *E* and *F*). To further test the proliferative capacity of SCs, we performed pituisphere assays (20) separately from anterior and intermediate lobe cells and observed an increased sphere-forming ability from *p27*^*−/−*^ IL cells (Fig. 1*O*). Altogether these results suggest that, while both SC layers behave abnormally in *p27*^*−/−*^ pituitaries, the SCs in direct contact with melanotrophs are more affected, suggesting that there may be some noncell autonomous consequences to the loss of *p27*.

HIF-1 activation is associated with tumor angiogenesis and its targets are up-regulated in 7-mo-old *p27*^*−/−*^ IL transcriptomes (Fig. 1*E*). Moreover, *p27*^*−/−*^ IL tumors are hemorrhagic (9). We thus examined CD31 expression and observed development of ectopic blood vessels in juvenile *p27*^*−/−*^ ILs, coincident with the abnormal increase in rates of cell proliferation (Fig. 1*P*).

Furthermore, *p27*^*−/−*^ mice are affected by gigantism, which has been attributed to general loss of cell cycle repression (9–11); however, an additional explanation could be the significant increase in pituitary growth hormone (GH) content we observed (*SI Appendix*, Fig. S1*D*). While anterior lobe tumors are not observed in mice (12), in both rats and humans carrying mutations in *P27* GH adenomas are observed (26). It would be of interest to examine whether in mice somatotroph numbers are affected.

In conclusion, *p27* deletion results in increased cell proliferation and ectopic vascularization in the IL. While P27 starts to be expressed in differentiating embryonic endocrine cells (13), defects consecutive to its loss appear to only become significant postnatally, both in melanotrophs and SCs. In addition, melanotroph identity and/or maturation appears affected in mutants.

### Characterization of the SOX2-P27 Interaction in *p27*^*−/−*^ Mutants.

Deletion of one copy of *Sox2* is sufficient to dramatically reduce occurrence of IL tumors (Fig. 2*A* and *SI Appendix*, Fig. S2*B*) (15); however, hyperplasia is still observed in *p27*^*−/−*^*; Sox2*^*+/−*^ IL (Fig. 2*A*). We further characterized the SOX2-P27 interaction by demonstrating that survival of *p27*^*−/−*^ mutants (12.5 mo, *n* = 28) was significantly improved by *Sox2* haploinsufficiency (17.1 mo, *n* = 10) (*SI Appendix*, Fig. S2*A*). However, in agreement with cell-type specificity for the SOX2-P27 interaction, while pituitary and duodenum tumors were sensitive to *Sox2* dosage, lung tumor development was unaffected (*SI Appendix*, Fig. S2*B*).

**Fig. 2.**
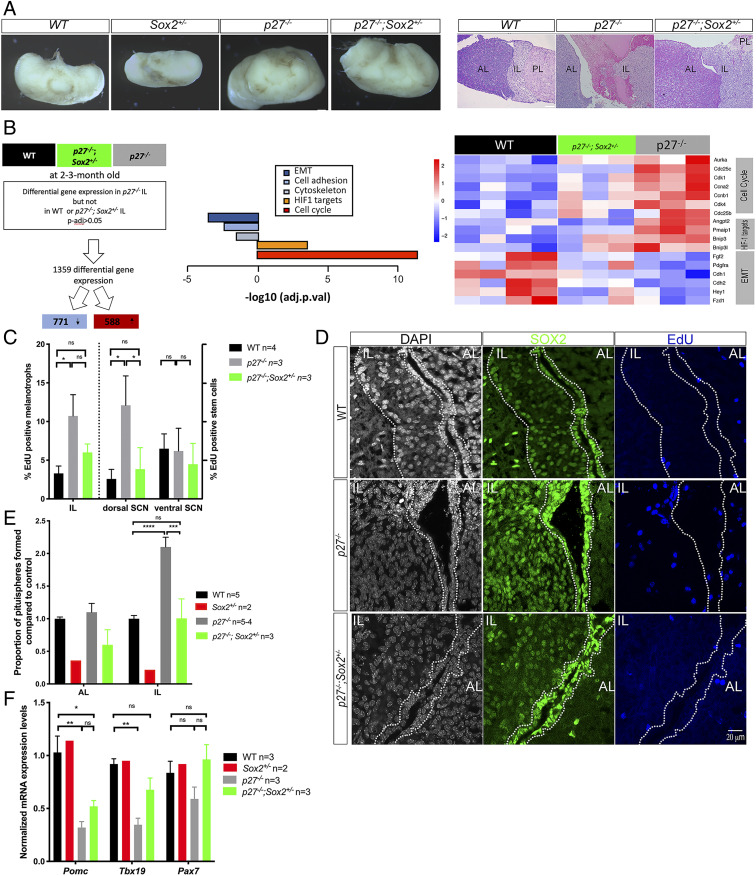
Deletion of one copy of *Sox2* in *p27*^*−/−*^ animals improves survival and results in reduction of cell proliferation and impairment of tumorigenesis. (*A*) Brightfield pictures taken at the same magnification of WT, *Sox2*^*+/−*^*, p27*^*−/−*^ , and *p27*^*−/−*^*; Sox2*^*+/−*^ pituitaries (*Left*). Histological analysis of 10- to 12-mo-old WT, *p27*^*−/−*^, and *p27*^*−/−*^*; Sox2*^*+/−*^ pituitaries (*Right*). In *p27*^*−/−*^*; Sox2*^*+/−*^ IL tumorigenesis is impaired, but hyperplasia is observed. (*B*) Comparison modalities for RNAseq analysis of wild-type, *p27*^*−/−*^, and *p27*^*−/−*^*; Sox2*^*+/−*^ 2- to 3-mo-old IL samples (WT *n* = 4, *p27*^*−/−*^ *n* = 3, *p27*^*−/−*^*; Sox2*^*+/−*^ *n* = 3, adjusted *P* value <0.05) (*Left*). Selected enriched pathways are represented (*Center*) and heatmap of representative gene expression from affected pathways (*Right*). (*C*) Analysis of cell proliferation. EdU incorporation was quantified in melanotrophs (EdU; SOX2 double positive; SOX9 negative/SOX2 positive;SOX9 negative cells) and SCs (EdU; SOX2; SOX9 triple positive/SOX2; SOX9 double positive cells). SCs were further distinguished as ventral or dorsal, respectively, as flanking the anterior or intermediate lobe. Deletion of one copy of *Sox2* results in a reduction of cell proliferation compared to *p27*^*−/−*^ samples in dorsal cleft SCs (*n* = 3 to 4 mice/genotype, *P = 0.0208), melanotrophs. (*D*) SOX2 and EdU double staining in 2- to 3-mo-old WT, *p27*^*−/−*^, and *p27*^*−/−*^*; Sox2*^*+/−*^ animals. There is a clear reduction in SOX2 levels in *p27*^*−/−*^*; Sox2*^*+/−*^ ILs. Cleft and IL are outlined. (*E*) Proportion of pituispheres obtained from AL and IL WT, *Sox2*^+/−^, *p27*^*−/−*^, and *p27*^*−/−*^*; Sox2*^*+/−*^ 2- to 3-mo-old animals. There is a reduction in the proportion of pituispheres formed from *p27*^*−/−*^*; Sox2*^*+/−*^ ILs compared to *p27*^*−/−*^ samples. WT (1 ± 0.11, *n* = 5), *Sox2*^*+/−*^ (0.2 ± 0.08, *n* = 2), *p27*^*−/−*^ (2.09 ± 0.31, *n* = 4), and *p27*^*−/−*^*; Sox2*^*+/−*^ (1 ± 0.52, *n* = 3), ****P < 0.0001 and ***P = 0.0002; the reduction in *Sox2*^*+/−*^ samples in agreement with the slightly hypomorphic pituitaries observed in *Sox2* heterozygous mice (25). (*F*) Quantitative analysis of melanotroph marker expression levels by RT-qPCR in 2- to 3-mo old WT, *Sox2*^*+/−*^, *p27*^*−/−*^, and *p27*^*−/−*^ *; Sox2*^*+/−*^ IL. In *p27*^*−/−*^*; Sox2*^*+/−*^ animals, *Tbx19* expression levels are restored to WT levels. *Pomc*; WT (*n* = 3) vs. *p27*^*−/−*^*; Sox2*^*+/−*^ (*n* = 3), *P = 0.03 and WT vs. *p27*^*−/−*^ (*n* = 3), **P = 0.0022, *Tbx19*; WT vs. *p27*^*−/−*^*; Sox2*^*+/−*^ (*n* = 3, *P* = nonsignificant [ns]) and WT vs. *p27*^*−/−*^ (*n* = 3, *P = 0.0169).

We then performed comparisons of the transcriptomes of wild type, *p27*^*−/−*^, and *p27*^*−/−*^*; Sox2*^*+/−*^ IL (Fig. 2*B* and *SI Appendix*, Fig. S2*C*). 

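RNA was extracted from the dissected IL of 4 wild-type (WT), 3 p27-/- and 3 p27-/-;Sox2+/- mice and sequenced in bulk, with 1 library per mouse. The sample labels give an age of 2 to 3 months, and Table S5 gives 2 months, with 2 females and 2 males in WT and 2 females and 1 male in each mutant group. The authors aligned the reads with STAR, counted them per gene with RSEM on the Ensembl transcriptome of mouse GRCm38, normalized the counts and deposited 1 table of log2 values for 29527 genes. The values of genes with few reads are pulled towards the mean of all samples, as in a regularized log transformation, so that fold changes of such genes are smaller than those from counts. The table holds no read counts, and the depth of each sample is therefore unknown from it. The 17268 genes with a mean over the 10 samples of at least 10 on the linear scale were tested with limma, in 1 fit of the 3 genotypes with a mean-variance trend and Benjamini-Hochberg adjustment over all tested genes. Cdkn1b (ENSMUSG00000003031), which encodes P27 and lies on chromosome 6 of GRCm38 from 134920401 to 134925525, had a mean log2 value of 8.61 ± 0.19 (SD, n = 4) in WT, 8.18 ± 0.12 (SD, n = 3) in p27-/- and 7.89 ± 0.19 (SD, n = 3) in p27-/-;Sox2+/- samples. Its log2 fold change against WT was -0.43 in p27-/- (standard error 0.12, adjusted p = 0.047) and -0.72 in p27-/-;Sox2+/- (standard error 0.12, adjusted p = 0.00854). The adjusted p-value in p27-/- ranged from 0.0343 to 0.175 with a replicate left out and from 0.0196 to 0.133 in the other settings. In p27-/-;Sox2+/- these ranges were 0.00845 to 0.0661 and 0.00107 to 0.0411. The values are given per gene, so they do not show which part of Cdkn1b the reads come from. They therefore do not measure how much P27 is lost. Sox2 (ENSMUSG00000074637), on chromosome 3 from 34649995 to 34652461, had a mean log2 value of 7.46 ± 0.20 (SD, n = 4) in WT, 7.28 ± 0.19 (SD, n = 3) in p27-/- and 7.00 ± 0.10 (SD, n = 3) in p27-/-;Sox2+/- samples. Every p27-/-;Sox2+/- sample had a lower Sox2 value than every sample of the other genotypes, but the log2 fold changes of -0.46 against WT (adjusted p = 0.0811, over the other settings with all samples 0.0275 to 0.147, the lowest with array weights) and -0.29 against p27-/- (adjusted p = 0.791) did not pass the threshold. Log2 values of Xist were between 8.78 and 9.29 in 4 samples and between 14.32 and 15.01 in the other 6, and the 4 samples with low Xist, WT replicates 3 and 4, p27-/- replicate 2 and p27-/-;Sox2+/- replicate 1, had the higher values of the Y-linked gene Ddx3y, which matches the numbers of males in Table S5. The mean of 6 posterior lobe markers, centred over the samples, ranged from -0.66 to 0.92 among WT, from -0.40 to -0.06 among p27-/- and from -0.75 to 0.60 among p27-/-;Sox2+/- samples, so that the amount of adjoining tissue differed between samples of the same genotype. It was also uneven between the genotypes. WT replicates 1, 3 and 4 lay above every p27-/- sample, and WT replicate 2 lay below them. Replicates 1 and 2 of p27-/-;Sox2+/- lay below every p27-/- sample, and replicate 3 lay above. Adjoining tissue may therefore contribute to the differences from WT.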

To pinpoint genes underlying IL tumor impairment in compound mutants, and conversely those associated with higher levels of SOX2 and tumorigenesis, we focused our analyses on those that were exclusively differentially expressed in *p27*^*−/−*^, and therefore restored to control levels in *p27*^*−/−*^*; Sox2*^*+/−*^ samples. This analysis was thus conducted differently than the one presented in Fig. 1 *C* and *D*, where we simply compared *p27*^*−/−*^ vs. wild type. 

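In p27-/- compared with WT samples, 1343 of the 17268 tested genes had an adjusted p-value under 0.05, of which 545 were higher and 798 lower. With the mean of the posterior lobe markers as a covariate, 377 of these stayed past the threshold, in a test chosen after the result was seen. With fibroblast and mural markers 294 did, and with anterior lobe hormone markers 857. A covariate also removes part of the genotype difference, so these numbers cannot separate tissue content from genotype. In p27-/-;Sox2+/- compared with WT samples, 468 genes passed the same threshold, 143 higher and 325 lower. A total of 997 genes passed the threshold only in p27-/-, 458 higher and 539 lower, and 346 passed it in both comparisons, all in the same direction. Of the 1358 genes that the paper lists in Dataset S2, 1289 were among the tested genes, and 773 of these were among the 997. Both lists come from the same samples. When p27-/- replicate 3 was left out, 220 genes passed the threshold only in p27-/-, the lowest number among the settings tried. When the genes were also required to have an unadjusted p-value of at least 0.05 in p27-/-;Sox2+/-, 366 genes remained. The gene with the smallest p-value among those lower in p27-/- was Ccnd2 (ENSMUSG00000000184), on chromosome 6 from 127125162 to 127152188, 7.8 Mb from Cdkn1b, with a log2 fold change of -3.16 (standard error 0.16, adjusted p = 3.35e-07) in p27-/- and -2.17 (standard error 0.16, adjusted p = 2.46e-05) in p27-/-;Sox2+/-. Among those higher it was 2210418O10Rik (ENSMUSG00000078894), with a log2 fold change of 1.79 (standard error 0.11, adjusted p = 2.67e-06) in p27-/- and 1.73 (standard error 0.11, adjusted p = 8.31e-06) in p27-/-;Sox2+/-. Both genes passed the threshold in both mutants and are not among the 997.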

When compared, the two lists of DEGs comprise both similarities and differences (Figs. 1*E* and 2*B* and Datasets S1 and S2). However, when we performed a pathway analysis, we obtained a list of pathways comparable in our two analyses (Figs. 1 *C* and *D* and 2*B* and Datasets S1 and S2). This implies that in the IL, the different processes affected by *P27* loss are restored to normal levels upon deletion of one copy of *Sox2*. This thus suggests that SOX2 is not required for a specific aspect of tumorigenesis in *p27*^*−/−*^ mice, but rather that it has a broad and therefore probably early role in tumor formation. 

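Dataset S1 lists the DEGs of the separate comparison of p27-/- and WT IL at 2 and at 7 months. Of its 2-month genes, 248 were among the tested genes, and 121 of these were among the 1343 genes that passed the threshold in p27-/- compared with WT samples, where 19.3 would be shared by chance (odds ratio 12.31, Fisher's exact test, two-sided p = 6.67e-68). The direction was the same in 107 of the 121. Of the same 248 genes, 59 were among those changed only in p27-/- and 62 among those changed in both mutants. Of the 7-month list, the 1997 genes with the smallest adjusted p-values in Dataset S1 were used here, and 1768 of them were tested. Of these, 253 were among the 1343 (137.5 by chance, odds ratio 2.21, Fisher's exact test, two-sided p = 3.01e-23), 177 among those changed only in p27-/- and 76 among those changed in both. The remaining genes of the 7-month list counted as unlisted in this test, so the overlap covers only part of that list. A p27-loss score was computed for each sample as the mean log2 difference from WT over the genes of a list, with the sign that Dataset S1 gives, leaving out Cdkn1b. Over 247 genes of the 2-month list, the score was 0.48 ± 0.08 (SD, n = 3) in p27-/- and 0.37 ± 0.14 (SD, n = 3) in p27-/-;Sox2+/- samples, against an SD of 0.14 (n = 4) around 0 in WT. Every mutant sample had a higher score than every WT sample, and for each mutant genotype p was 0.0571 (exact permutation test, two-sided), the smallest that 3 samples against 4 allow. The difference of -0.105 between the mutants was within the spread of the replicates (exact permutation test, two-sided, p = 0.4, where 3 against 3 allow no p below 0.1). Over the 1768 7-month genes, the score was 0.10 ± 0.05 (SD, n = 3) in p27-/- (exact permutation test, p = 0.114) and 0.08 ± 0.08 (SD, n = 3) in p27-/-;Sox2+/- samples (exact permutation test, p = 0.229). The p27-/-;Sox2+/- mean stood at 77.9% of the p27-/- distance from WT for the 2-month genes and at 79.8% for the 7-month genes. These shares are imprecise. With a replicate left out, the difference between the mutants ranged from -0.17 to -0.03 for the 2-month genes and from -0.065 to 0.016 for the 7-month genes. After adjustment over the 9 tests of scores and principal components, the lowest p was 0.128.

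**Figure D1:**
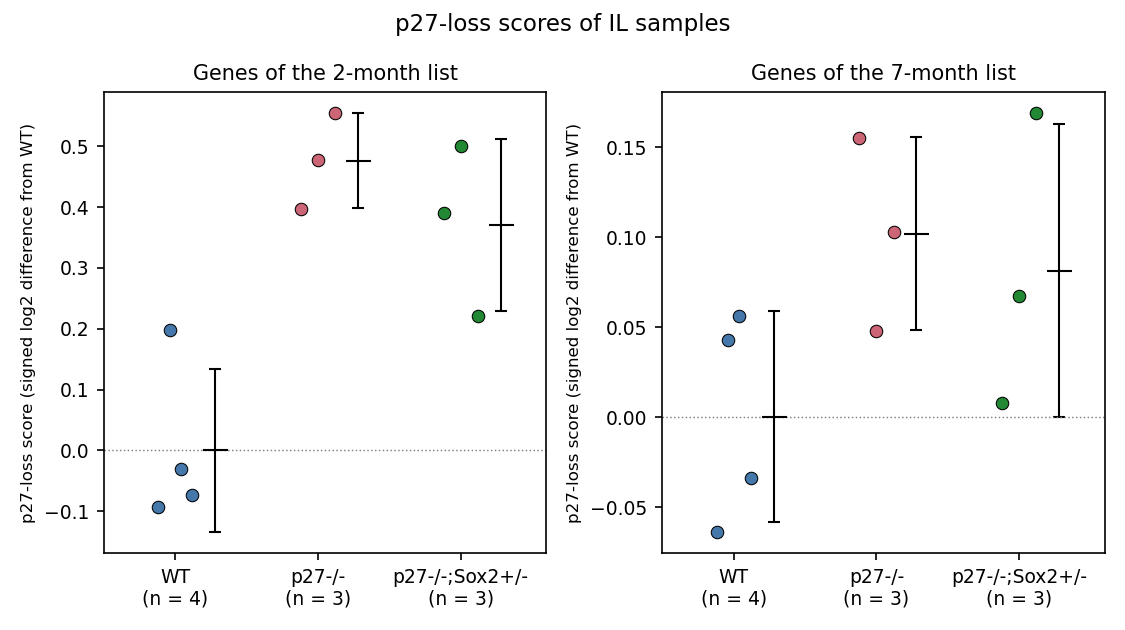
The p27-loss score of each IL sample (y axis, mean signed log2 difference from WT) by genotype (x axis), for the 2-month and the 7-month genes of Dataset S1. Points are samples, and the lines beside them are the mean and the SD. For the 2-month genes, the p27-/- samples lie between 0.40 and 0.55 and the p27-/-;Sox2+/- samples between 0.22 and 0.50.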

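For the 997 genes that passed the threshold only in p27-/-, the 2 mutant genotypes were also compared directly. The change against WT in p27-/-;Sox2+/- samples had the same direction as in p27-/- in 964 of the 997 genes and was smaller in 962. A smaller change is largely fixed by the choice of genes that passed the threshold in p27-/- and not in p27-/-;Sox2+/-. Of the 346 genes that passed it in both mutants, the change was smaller in p27-/-;Sox2+/- in 167. For the 997 genes, the ratio of the p27-/-;Sox2+/- to the p27-/- log2 fold change had a median of 0.59 and quartiles of 0.40 and 0.76, and 631 of the 997 genes had an unadjusted p-value under 0.05 in p27-/-;Sox2+/- compared with WT. In the comparison of p27-/-;Sox2+/- with p27-/- samples, 25 of all tested genes had an adjusted p-value under 0.05, 14 higher and 11 lower, and 16 of these were among the 997. Over all tested genes, 1148 had an unadjusted p-value under 0.05 between the mutants, where chance gives 863. Among the 997 genes the number was 336, and 124 differed with adjustment over the 997 genes alone, but the choice of these genes itself favors a difference between the mutants, so that neither number has 5% as its chance level. With array weights, 128 of the genes changed only in p27-/- differed between the mutants after adjustment over all tested genes, and with a p27-/- or p27-/-;Sox2+/- replicate left out the number was between 0 and 2. Of the 25 genes, 18 were nearer to WT in p27-/-;Sox2+/- than in p27-/-. The smallest adjusted p-value, 0.0163, was shared by Lsamp, Ido2, Plekha1, Pde3a and Sectm1b. Lsamp (ENSMUSG00000061080) had a mean log2 value of 9.05 ± 0.20 (SD, n = 4) in WT, 8.15 ± 0.14 (SD, n = 3) in p27-/- and 9.07 ± 0.07 (SD, n = 3) in p27-/-;Sox2+/- samples. Ido2 (ENSMUSG00000031549) had 4.17 ± 0.06 (SD, n = 4), 4.42 ± 0.30 (SD, n = 3) and 5.72 ± 0.35 (SD, n = 3) in the same order. From the comparable pathways in its analyses of p27 loss, the paper reasons that the processes affected in the IL return to normal levels when 1 copy of Sox2 is deleted, and it proposes that SOX2 has a broad, and therefore probably early, role in tumor formation.

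**Figure D2:**
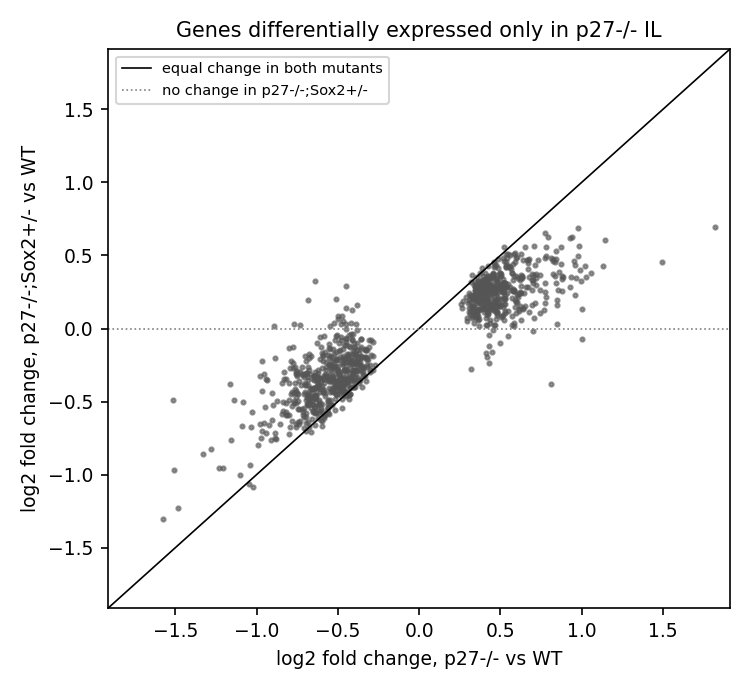
Log2 fold change against WT in p27-/- (x axis) and in p27-/-;Sox2+/- samples (y axis) for each of the 997 genes that passed the threshold only in p27-/-. Points are genes, the solid line marks equal changes in both mutants and the dotted line no change in p27-/-;Sox2+/-; 962 genes have the smaller change in p27-/-;Sox2+/-, which the choice of the genes favors.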

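Cell cycle and HIF-1 target genes were examined as sets, with lists fixed beforehand, by limma's camera test against all other tested genes, adjusted over the 12 set tests made. The mean log2 fold change of 91 cell cycle genes was 0.53 in p27-/- compared with WT (adjusted p = 3.87e-35), with 90 of the 91 genes higher, and 0.29 in p27-/-;Sox2+/- compared with WT (adjusted p = 2.12e-18), with 84 higher. In p27-/-;Sox2+/- compared with p27-/- it was -0.24 (adjusted p = 7.52e-21), with 85 of the 91 genes lower. These p-values rest on an assumed correlation between genes of 0.01, and among the groupings of the same samples that part the same-numbered replicates the real one gave the smallest p, 1 of 8 for each comparison with WT and 1 of 4 between the mutants. The set's mean per sample was between 0.43 and 0.64 in p27-/-, between 0.25 and 0.32 in p27-/-;Sox2+/- and between -0.04 and 0.11 in WT samples. With each sample left out in turn, the difference between the mutants stayed between -0.29 and -0.18. The mean log2 fold change of 47 HIF-1 target genes was 0.14 in p27-/- compared with WT (adjusted p = 0.000949), with 29 of the 47 genes higher, and -0.05 in p27-/-;Sox2+/- compared with WT (adjusted p = 0.638). Between the mutants it was -0.18 (adjusted p = 2.59e-10), with 39 of the 47 genes lower in p27-/-;Sox2+/-. A p-value as small was reached by 2 of 8 such groupings in p27-/-, 8 of 8 in p27-/-;Sox2+/- and 1 of 4 between the mutants. Of the genes in the heatmap of Fig. 2B, 16 were tested, and Cdc25c had a mean under the minimum. In p27-/- compared with WT, 10 of the 16 passed the threshold over all tested genes. All 16 passed it when adjusted over these genes alone, although most of the list are the paper's own calls on these samples. Leaving out a replicate raised the adjusted p-value to 0.0669 for Ccna2, 0.152 for Cdk4, 0.104 for Bnip3 and 0.154 for Fgf2. It reached 0.15 for Pdgfra, 0.0757 for Cdh1 and 0.138 for Hey1, so these calls were lost in some fits. Those of Cdk1, Ccnb1 and Pmaip1 held in every such fit. Cdk4, Fgf2, Pdgfra and Hey1 also lost the call in other settings with all samples (up to 0.0802, 0.114, 0.0778 and 0.0673). None of the 16 passed the threshold in p27-/-;Sox2+/- compared with WT, except Hey1 with array weights (adjusted p = 0.024, range over the settings with all samples 0.024 to 0.197, with a replicate left out 0.0608 to 0.395). The paper chose most of these genes on the same samples because they did not differ in p27-/-;Sox2+/-. This result was therefore largely fixed beforehand, and the choice also favors a difference between the mutants. Between the mutants, Pmaip1 (ENSMUSG00000024521) was the only one of the 16 to pass the threshold in the fit used throughout, with a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.0435). Its adjusted p-value was 0.0158 to 0.207 with a replicate left out and 0.00239 to 0.106 in the other settings. With array weights, Cdk1 (adjusted p = 0.0197, range over the settings with all samples 0.0197 to 0.414), Ccnb1 (adjusted p = 0.04, range 0.04 to 0.769) and Angpt2 (adjusted p = 0.0118, range 0.0118 to 0.264) also passed it. Adjusted over the 16 genes, 4 differed. Mki67 (ENSMUSG00000031004), a proliferation marker, had a log2 fold change of 2.19 (standard error 0.24, adjusted p = 0.000396) in p27-/- and 1.36 (standard error 0.24, adjusted p = 0.0105) in p27-/-;Sox2+/- compared with WT, and of -0.83 (standard error 0.26, adjusted p = 0.382, with array weights 0.0244, range over the settings with all samples 0.0244 to 0.622) between the mutants.

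**Figure D3:**
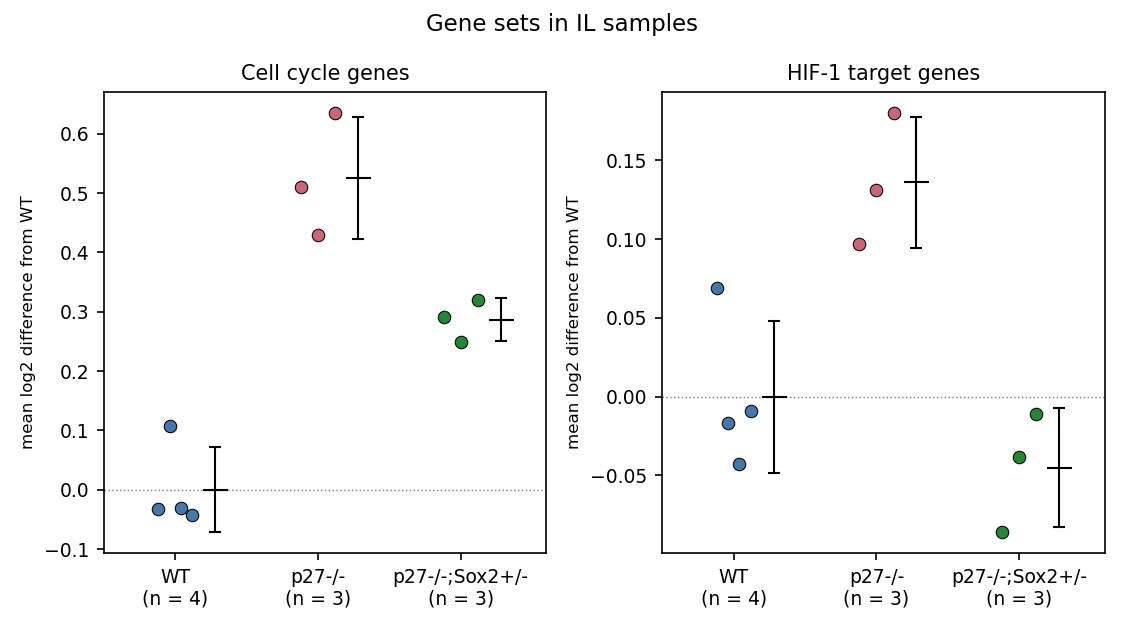
Mean log2 difference from WT (y axis) of the cell cycle genes and of the HIF-1 target genes in each IL sample, by genotype (x axis). Points are samples, and the lines beside them are the mean and the SD; the p27-/-;Sox2+/- samples lie between WT and p27-/- for the cell cycle genes, from 0.25 to 0.32.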

Reduced *Sox2* dosage is associated with a decrease in proliferation and HIF1-target gene expression, in agreement with less angiogenesis linked with reduced overproliferation in *p27*^*−/−*^*; Sox2*^*+/−*^ mutants. 

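The mean log2 fold change of 65 cytoskeleton genes was -0.03 in p27-/- (adjusted p = 0.638) and -0.05 in p27-/-;Sox2+/- (adjusted p = 0.248) compared with WT, and -0.02 between the mutants (adjusted p = 0.472). Of these 65 genes, 5 passed the threshold in p27-/-, all of them only there, and 1 of the 65 differed between the mutants with adjustment over all tested genes. The camera test was 2-sided for direction, so that opposite changes within the set cancel. A set of 58 genes of epithelial-mesenchymal transition and cell adhesion had a mean log2 fold change of -0.29 in p27-/- (adjusted p = 2.28e-08), with 49 of the 58 genes lower, and of -0.21 in p27-/-;Sox2+/- (adjusted p = 7.11e-06), with 46 lower. With fibroblast and mural markers as a covariate, these means were -0.146 (camera test, adjusted p = 0.00124) and -0.065 (adjusted p = 0.138). With posterior lobe markers they were -0.197 and -0.12, both past the threshold. A covariate also removes part of the genotype difference, so this cannot separate tissue content from genotype. Between the mutants, without a covariate, the set's mean was 0.08 (adjusted p = 0.0118), and with array weights 0.01 (adjusted p = 0.525). Of the groupings that part the same-numbered replicates, 1 of 8 gave as small a p-value for this set in each comparison with WT and 2 of 4 between the mutants, and of all groupings 3 of 35 in p27-/-, 5 of 35 in p27-/-;Sox2+/- and 5 of 10. For the cytoskeleton genes the numbers were 6 of 8 in p27-/-, 3 of 8 in p27-/-;Sox2+/- and 3 of 4. Cdh1 (ENSMUSG00000000303), which encodes E-cadherin, had a log2 fold change of -0.58 (standard error 0.12, adjusted p = 0.0126) in p27-/- and -0.33 (standard error 0.12, adjusted p = 0.168) in p27-/-;Sox2+/- compared with WT, and of 0.25 (standard error 0.13, adjusted p = 0.826) between the mutants.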

We also observed an effect on genes involved in the cytoskeleton, suggesting that reduction of *Sox2* allows restoration of a cellular phenotype resembling that of wild type. Alternatively, alteration of cellular shape and contacts may be linked to variation in rates of cell proliferation.

We then analyzed SOX2 expression, cell proliferation, and pituisphere formation in *p27*^*−/−*^*; Sox2*^*+/−*^ pituitaries (Fig. 2 *C*–*E*). There was a reduction in SOX2/*Sox2* levels in *p27*^*−/−*^*; Sox2*^*+/−*^ IL, both in melanotrophs and stem cells (Fig. 2*D* and *SI Appendix*, Figs. S2*D*, S3*E*, and S4*J*). Moreover EdU incorporation in compound mutants, both in melanotrophs and SCs was not significantly different from controls, in agreement with impaired tumorigenesis (Fig. 2*C*). A similar effect was observed in pituisphere assays (Fig. 2*E*). We moreover observed a reduction in pituisphere formation efficiency in *Sox2*^*+/−*^ samples, suggesting a reduced proliferative capacity (Fig. 2*E*). This is in agreement with the slightly hypomorphic pituitaries observed in *Sox2* heterozygous mice (27) and with SOX2 being required for proliferation of pituitary progenitors in the embryo (19, 28).

Alteration of *p27*^*−/−*^ melanotroph identity (Fig. 1*I*) also appears to depend on SOX2 dosage, because levels of *Tbx19* which are reduced in *p27*^*−/−*^ IL, are not significantly affected in *p27*^*−/−*^*; Sox2*^*+/−*^ compared to control IL (Fig. 2*F* and see Fig. 6*J* below). However, levels of *Pomc* were still significantly reduced in *p27*^*−/−*^*; Sox2*^*+/−*^ IL compared to control.

### Sox2 Regulatory Region 2 (Srr2) Mediates P27 Effect on Sox2 Expression In Vivo.

Transcriptomic studies and proliferation and marker analyses all indicate that reduction of SOX2 dosage compromises most aspects of tumorigenesis in *p27*^*−/−*^ animals, implying an essential role for SOX2 in *p27*^*−/−*^ melanotrophs and adjacent SCs for tumor development. To test whether the SOX2-P27 interaction relies solely on *Srr2* (15), we generated mice deleted for this region (Fig. 3 *A* and *B*). *Srr2*^*del/del*^ mutants were viable (*SI Appendix*, Fig. S3*A*) and pituitary morphology was normal (Fig. 3*C*). However, on a *p27*^*−/−*^ background, the *Srr2* deletion prevents tumorigenesis, while hyperplasia of IL is still evident, as observed in *p27*^*−/−*^*; Sox2*^*+/−*^ mutants (Fig. 3*C* and *SI Appendix*, Fig. S3*B*). In addition, the morphology of the retina, which is affected in absence of *p27* (11), is also improved in the *p27*^*−/−*^*; Srr2*^*del/del*^ mutants. In particular, and again similarly to *p27*^*−/−*^*; Sox2*^*+/−*^ mutants, the inner and outer layers have a reduced thickness and better organization compared to *p27*^*−/−*^ retina (*SI Appendix*, Fig. S3*C*) (15). In the pituitary, levels of SOX2 are reduced in both melanotrophs and SCs in *p27*^*−/−*^*; Srr2*^*del/del*^ mutants compared to *p27*^*−/−*^ samples (Fig. 3 *E* and *F* and *SI Appendix*, Fig. S3*D*). Intriguingly, EdU incorporation analyses revealed a specific reduction of proliferation in SCs in compound mutants compared to *p27*^*−/−*^ samples (Fig. 3*D*). In agreement with this result, while cultures from *p27*^*−/−*^ IL give rise to significantly more pituispheres than controls, the efficiency of pituisphere formation from *p27*^*−/−*^*; Srr2*^*del/del*^ samples is reduced (Fig. 3*G*). These analyses strongly suggest that *Srr2* has an exclusive role in mediating the SOX2-P27 interaction (see model *SI Appendix*, Fig. S3*E*). Moreover, the consequences of its deletion are more obvious in SCs, suggesting that *Srr2* plays a more important role in this compartment. Furthermore, this implies that SCs may be critical for IL tumorigenesis in *p27*^*−/−*^ mutants.

**Fig. 3.**
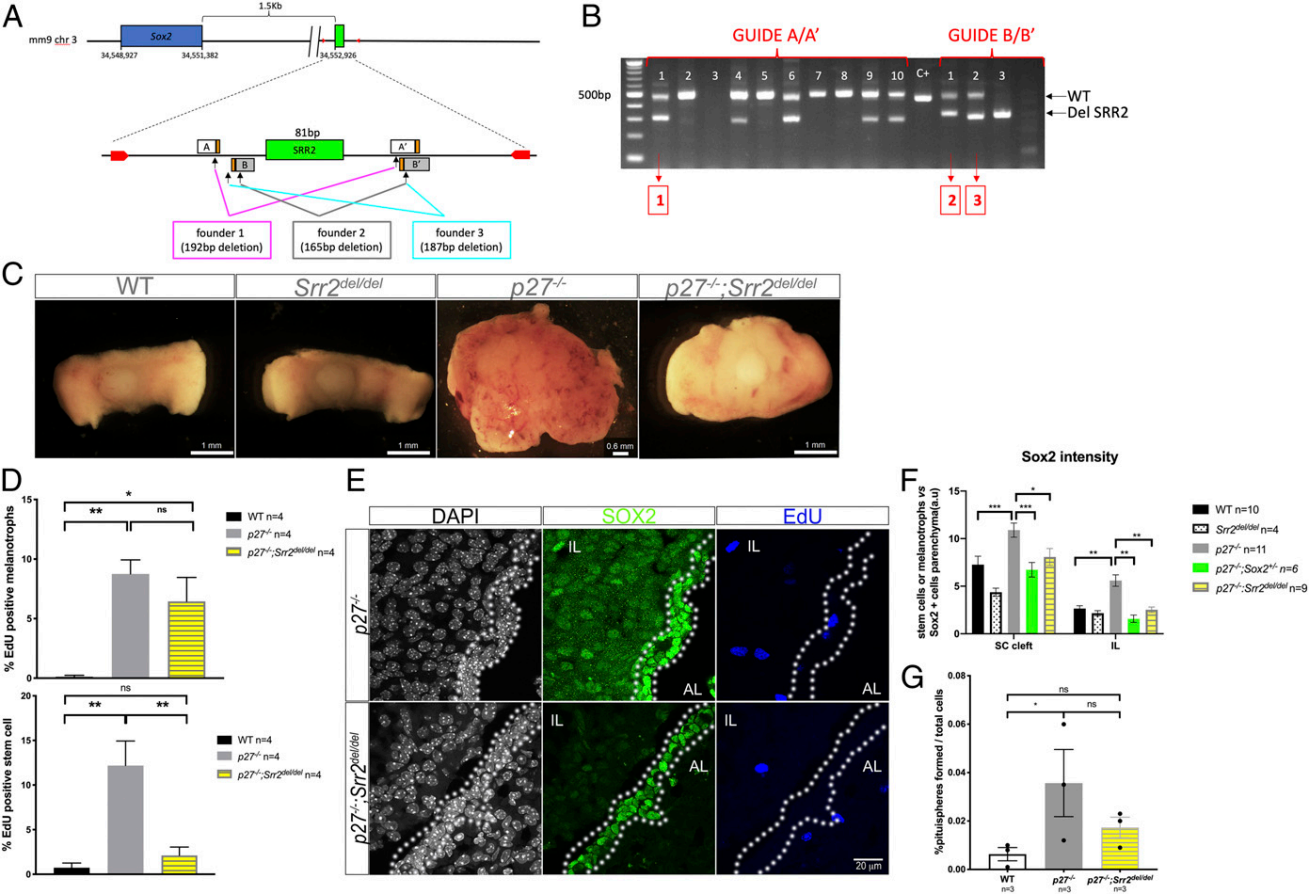
Deletion of *Srr2* in *p27*^*−/−*^ animals results in reduction of cell proliferation in SCs and impairment of tumorigenesis. (*A*) Schematic representation of the *Sox2* murine locus and *Srr2* deletions. Two pairs of sgRNA (pairs 1 and 2, protospacer adjacent motif sequence in orange) were designed. The primers used to genotype *Srr2*-deleted animals are marked by red arrows. Three founders deleted for *Srr2* were used to generate stable lines (founders 1 through 3); the size of the deletion is indicated for each line. (*B*) Gel electrophoresis showing mosaic loss of *Srr2* in founder mice. The number above each lane corresponds to a individual founder. Boxed numbers below indicate strain derived from that particular founder. (*C*) Brightfield pictures of WT, *Srr2*^*del/del*^, *p27*^*−/−*^, and *p27*^*−/−*^*; Srr2*^*del/del*^ pituitaries. Deletion of two copies of *Sox2* Srr2 on a *p27*^*−/−*^ background is sufficient to delay tumorigenesis. (*D*) Analysis of cell proliferation. EdU incorporation was quantified in melanotrophs (EdU; SOX2 double positive; SOX9 negative/SOX2 positive; SOX9 negative cells) and SCs (EdU; SOX2; SOX9 triple positive/SOX2; SOX9 double positive cells) in 7-mo-old WT, *p27*^*−/−*^, and *p27*^*−/−*^*; Srr2*^*del/del*^ animals. In *p27*^*−/−*^*; Srr2*^*del/del*^ animals, there is a reduction of proliferation in stem cells compared to *p27*^*−/−*^ (*p27*^*−/−*^ (12.33 ± 5.37, *n* = 4) vs. *p27*^*−/−*^*; Srr2*^*del/del*^ (2.11 ± 1.88, *n* = 4), **P = 0.0061), but not in melanotrophs (*p27*^*−/−*^ [8.75 ± 2.36] vs. *p27*^*−/−*^*; Srr2*^*del/del*^ [6.45 ± 4.01], *P* = ns). (*E*) SOX2 and EdU double staining in 7-mo-old *p27*^*−/−*^ and *p27*^*−/−*^*; Srr2*^*del/del*^ animals. SOX2 expression appears decreased *in p27*^*−/−*^*; Srr2*^*del/del*^ IL. Cleft is outlined. (*F*) Quantification of SOX2 expression levels in WT, *Srr2del/del, p27*^−/−^, *p27*^−/−^*;Sox2*^+/−^, *p27*^−/−^*;Srr2del/del*. Levels of expression were quantified after immunofluorescence in SCs and melanotrophs. In *p27*^−/−^*;Srr2del/del*, SOX2 staining is less intense than in *p27*^−/−^ (*P = 0.017 SCs and **P = 0.0078 in melanotrophs, *n* = 11 to 4 in each group). In contrast SOX2 staining is more intense in *p27*^−/−^ SC vs. WT (***P = 0.0007) and *p27*^−/−^*;Sox2*^+/−^ (***P = 0.0009). (*G*) Proportion of pituispheres obtained from IL in WT, *p27*^*−/−*^, and *p27*^*−/−*^*; Srr2*^*del/del*^. The percentage of spheres formed from *p27*^*−/−*^*; Srr2*^*del/del*^ (0.02 ± 0.007, *n* = 3, *P* = ns) is not significantly higher than WT (0.006 ± 0.005, *n* = 3), in contrast with *p27*^*−/−*^ samples (0.04 ± 0.02, *n* = 3, *P = 0.0344), demonstrating that loss of *Srr2* has an impact on sphere-forming efficiency in mutants. ns, nonsignificant.

### Requirement for SOX2 in *p27*^*−/−*^ Melanotrophs.

Conditional deletion of *p27* in melanotrophs results in formation of tumors; therefore, transformation is cell autonomous in this context (29). To better characterize the role of SOX2 for tumorigenesis, we deleted one copy of the gene exclusively in melanotrophs in *p27*^*−/−*^ mutants. We initially used *Pomc-CreERT2* which displays a mosaic pattern of recombination in the IL (*SI Appendix*, Fig. S4*A*). To look at heterozygosity for *Sox2*, we induced Cre activity in 4-wk-old *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^ animals and controls, which were then examined 6 to 8 mo later. Tumor development was unaffected by the mosaic deletion of one copy of *Sox2* in *p27*^*−/−*^ melanotrophs (Fig. 4*A*). In agreement with this observation, proliferation was unaffected by *Sox2* reduction, as we observed a similar increase in EdU incorporation in *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^ and *Pomc-CreERT2; p27*^*−/−*^ IL compared to controls (Fig. 4 *A* and *B*). To analyze more directly the effect of the loss of one copy of *Sox2* on melanotrophs’ proliferative ability, we analyzed EdU incorporation in *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^*; Rosa26*^*ReYFP*^ samples. We compared the percentages of eYFP; PAX7; EdU triple positive and eYFP negative, PAX7; EdU double positive melanotrophs, assuming that *Rosa26*^*ReYFP*^ recombination also reflected *Sox2* heterozygous deletion. We observed a significant reduction of EdU incorporation in eYFP-positive vs. -negative cells (Fig. 4 *C* and *D*). Therefore, reduction of SOX2 dosage in *p27*^*−/−*^ melanotrophs diminishes their proliferative capacity.

**Fig. 4.**
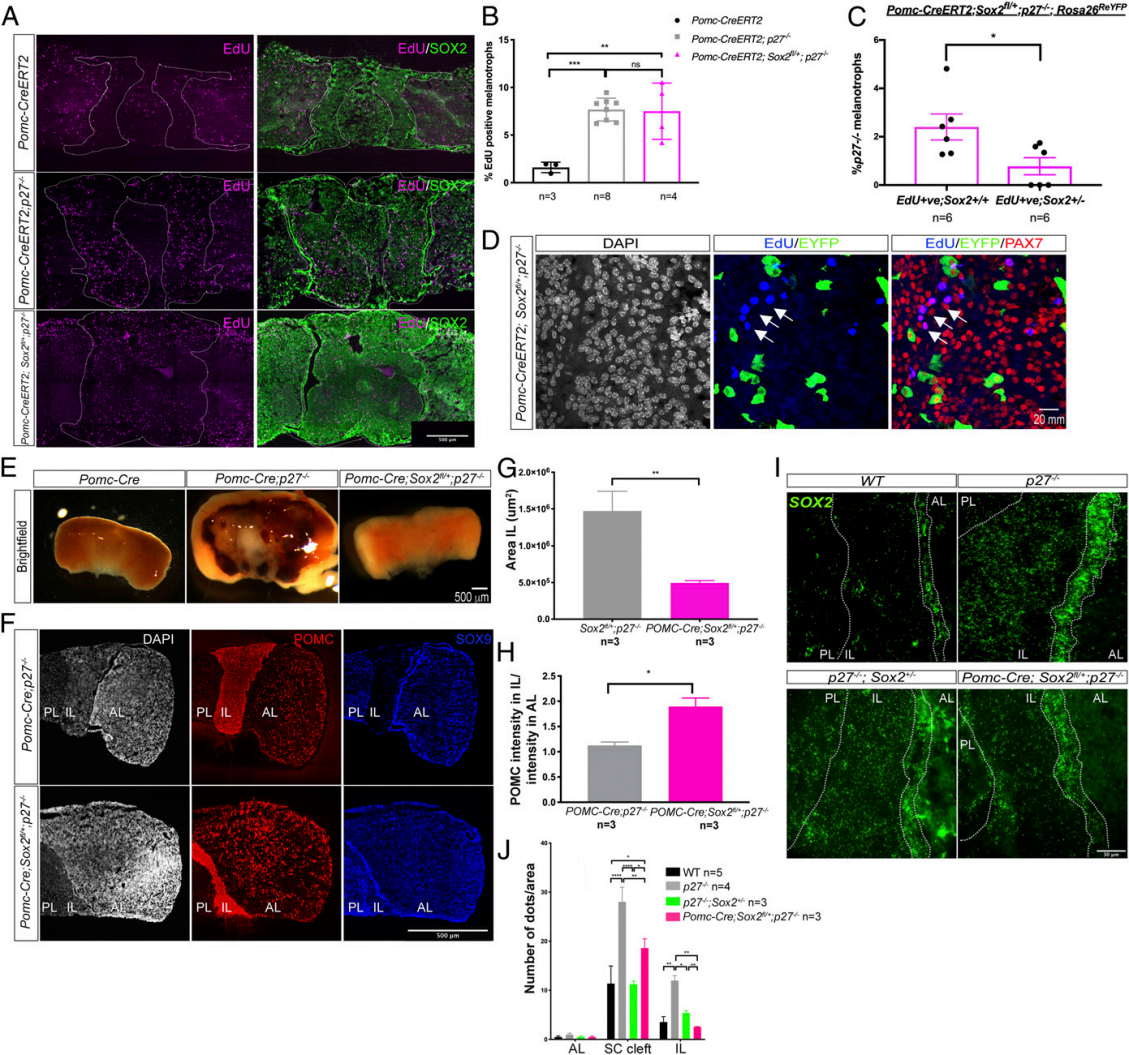
Deletion of one copy of *Sox2* in *p27*^*−/−*^ melanotrophs prevents IL tumorigenesis. (*A*) SOX2 and EdU double staining in 6- to 8-mo-old *Pomc-CreERT2*, *Pomc-CreERT2; p27*^*−/−*^, and *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^ pituitaries. (*B*) Analysis of cell proliferation. EdU incorporation was quantified in melanotrophs (EdU; SOX2 low; POMC triple positive/DAPI nuclei in IL). EdU levels are similarly elevated in both *p27*^*−/−*^ samples. *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^ (7.53 ± 2.92, *n* = 4, **P = 0.0023) and *Pomc-CreERT2; p27*^*−/−*^ (7.68 ± 1.20, *n* = 8, ***P = 0.0007) vs. *Pomc-CreERT2* (controls), (1.60 ± 0.55, *n* = 3). (*C* and *D*) EdU incorporation was quantified in *Sox2*^*+/+*^ melanotrophs (PAX7^+ve^; eYFP^−ve^) (2.40 ± 1.31, *n* = 6) and in *Sox2*^*+/−*^ melanotrophs (PAX7; eYFP double positive) (0.78 ± 0.86, *n* = 6) in 2.5- to 6-mo-old *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^*; Rosa26*^*ReYFP*^ mice, assuming that *Rosa26*^*ReYFP*^ recombination reflects *Sox2* heterozygous deletion. In *Sox2*^*+/−*^ melanotrophs EdU incorporation is significantly reduced compared to *Sox2*^*+/+*^ ones (*P = 0.0210), demonstrating that loss of one copy of *Sox2* results in reduced proliferation in *p27*^*−/−*^ melanotrophs. (*D*) EdU, eYFP, and PAX7 triple staining. Most EdU; PAX7 positive cells (arrows) do not express eYFP in *Pomc-CreERT2; Sox2*^*fl/+*^*; p27*^*−/−*^*; Rosa26*^*ReYFP*^ IL. (*E*) Brightfield pictures of *Pomc-Cre, Pomc-Cre; p27*^*−/−*^, and *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ pituitaries. Deletion of one copy of *Sox2* using Pomc-Cre prevents IL tumorigenesis. (*F*) Double immunofluorescence for POMC and SOX9 in 6- to 10-mo-old animals, illustrating reduced IL size in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^. (*G*) Measurement of IL area in *Pomc-Cre; p27*^*−/−*^ *(*1,472,054 ± 808,382, *n* = 3) and Pomc-Cre; Sox2^fl/+^; p27^−/−^ (495,612 ± 185,861, *n* = 3). IL area *in Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ pituitaries represents a third of IL area in *p27*^*−/−*^ mutants (**P = 0.0041). (*H*) Quantification of POMC intensity in melanotrophs in relation to corticotrophs in 6- to 10-mo-old *Pomc-Cre; p27*^*−/−*^ (1.13 ± 0.11, *n* = 3) vs. *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ (1.89 ± 0.29, *n* = 3) animals, where levels are significantly increased, *P = 0.0127. (*I*) In situ hybridization for *Sox2* in 6.25- to 10-mo-old wild-type, *p27*^*−/−*^, *p27*^*−/−*^*; Sox2*^*+/−*^, and *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*-/*−^ animals. (*J*) Quantification of *Sox2* levels following in situ hybridization. *Sox2* expression levels are reduced in both *p27*^*−/−*^*; Sox2*^*+/−*^ and *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*-/*−^ melanotrophs and SCs compared to *p27*^*−/−*^. Quantification of *Sox2* levels in melanotrophs: *p27*^*−/−*^ (12.17 ± 2.15, *n* = 4), WT (3.5 ± 2.5, **P < 0.003), *p27*^*−/−*^*; Sox2*^*+/−*^ (5.4 ± 1, *P = 0.0276), *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/*−^ (2.56 ± 0.1, **P = 0.0038). Quantification of *Sox2* levels in SCs: *p27*^*−/−*^ (28 ± 6, *n* = 4), WT (11.4 ± 8, *n* = 5, ****P < 0.0001), *p27*^*−/−*^*; Sox2*^*+/−*^ (11.3 ± 1.4, *n* = 3, ****P < 0.0001), *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/*−^ (19 ± 3, *n* = 3, **P = 0.0039). IL is outlined in *A*. IL and stem cell cleft are outlined in *I*. ns, nonsignificant.

We then hypothesized that a more efficient Cre-driver may block tumorigenesis; we therefore generated *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^animals. We showed previously that SOX2 is required for acquisition of melanotroph identity; however, homozygous deletion of the gene once melanotrophs have up-regulated PAX7 does not have an apparent effect on cell fate acquisition (19). There were no IL tumors or signs of hyperplasia in any 4- to 7-mo-old *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ animals (Fig. 4 *E*–*G* and *SI Appendix*, Fig. S4*B*). Moreover POMC staining intensity was increased in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ melanotrophs compared to *p27*^*−/−*^ samples (Fig. 4*H*), indicating restoration of a normal melanotroph phenotype. This demonstrates that SOX2 is required in melanotrophs for *p27* deletion to result in tumorigenesis. Strikingly, the morphology of IL appears completely normal in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ (Fig. 4 *E* and *F*) compared to *p27*^*−/−*^*; Sox2*^*+/−*^ IL where hyperplasia is clear (Fig. 2*A*). This difference in phenotype is unexpected, because in both mutants the genotype of melanotrophs is the same: only one allele of *Sox2* is active while *p27* is deleted. However, different regulatory mechanisms may affect the levels of expression of the remaining copy of *Sox2* in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ vs. *p27*^*−/−*^*; Sox2*^*+/−*^ melanotrophs. We thus quantified *Sox2* levels and observed an up-regulation in *p27*^*−/−*^ , and to a lesser extent in *p27*^*−/−*^*; Sox2*^*+/−*^ samples (Fig. 4 *I* and *J*). In agreement with the absence of hyperplasia, we observed a further reduction in *Sox2* expression in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ vs. *p27*^*−/−*^*; Sox2*^*+/−*^ samples, suggesting that regulation of *Sox2* is indeed modulated according to the spatiotemporal pattern of its deletion. Furthermore we also observed, albeit to a lesser extent, reduction of *Sox2* expression in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ SCs.

In conclusion, while cell transformation in *p27*^*−/−*^ melanotrophs is known to be cell autonomous (29), we demonstrate here that SOX2 is required in these cells for tumor development in *p27*^*−/−*^ mutants. Moreover, reduction of *Sox2* expression in SCs in *Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^ compared to *p27*^*−/−*^ suggests a noncell autonomous role and implies an interaction between melanotrophs and SCs.

### SOX2 Is Required Independently in SCs for Induction of Melanotroph Tumors in *p27*^*−/−*^ Animals.

Because deletion of *p27* induces up-regulation of SOX2 in SCs, we asked whether the SCs flanking the IL directly give rise to tumor cells or induce tumorigenesis. Given that, in the context of the pituitary, SOX9 is expressed uniquely in the SCs (20), we first performed lineage tracing experiments using *Sox9*^*iresCreERT2*^ (30). Cre activity was induced in 4-wk-old *Sox9*^*iresCreERT2/+*^*; Rosa26*^*ReYFP/+*^ animals and pituitaries were harvested 6 to 11 mo later. In controls, the vast majority of eYFP-positive cells are SOX9-positive SCs (21) (Fig. 5*A*). In agreement with a low turnover of melanotrophs (6), very few eYFP-positive cells are present in the IL (Fig. 5*A*); these are negative for SOX9 and PAX7, where the latter indicates they are not melanotrophs. Their identity is unclear; they may originate from the pituitary SC layer or the posterior lobe where SOX9 is also expressed. In *p27*^−/−^ animals we also observed that most eYFP-positive cells are SOX9 positive SCs. However, in contrast with *Sox9*^*iresCreERT2/+*^*; Rosa26*^*ReYFP/+*^ controls, we observed some rare eYFP; PAX7-positive melanotrophs. These results clearly demonstrate that SCs are not at the origin of the melanotroph tumors in *p27*^−/−^ animals. However, tumorigenesis and/or lack of *p27* in SCs, drives commitment of rare SCs toward the melanotroph lineage.

**Fig. 5.**
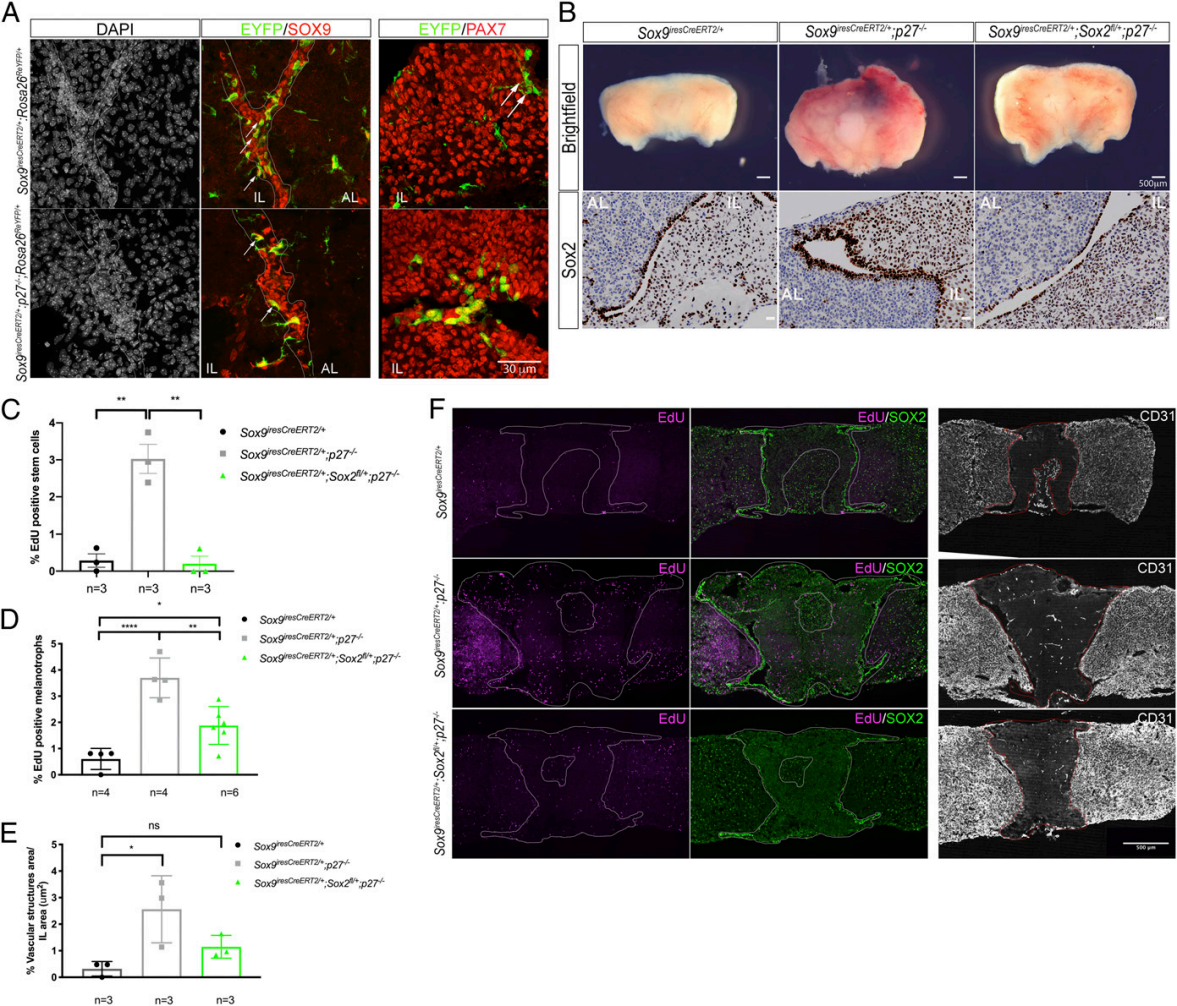
SOX2 is required in SCs for tumorigenesis in *p27*^*−/−*^ IL. (*A*) eYFP, SOX9 (*Middle*), and eYFP, PAX7 (*Right*) double stainings in 7- to 12-mo-old *Sox9*^*iresCreERT2/+*^*; Rosa26*^*ReYFP/+*^ and *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^*; Rosa26*^*ReYFP/+*^ animals. eYFP; SOX9 double positive cells are localized in the epithelium lining the cleft in both genotypes (arrows). Very few eYFP^+^, SOX9^−^, and PAX7^−^ cells are present in *Sox9*^*iresCreERT2/+*^*; Rosa26*^*ReYFP/+*^ animals (arrows). In *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ *Rosa26*^*ReYFP/+*^ pituitaries some rare eYFP; PAX7 double-positive cells are present, demonstrating low levels of differentiation into melanotroph (*Left*). (*B*) Brightfield pictures (*Upper*) and SOX2 immunohistochemistry (*Bottom*) on sections of Sox9^iresCreERT2/+^; Rosa26^ReYFP/+^, Sox9^iresCreERT2/+^; p27^−/−^, and Sox9^iresCreERT2/+^; Sox2^fl/+^; p27^−/−^ pituitaries. In Sox9^iresCreERT2/+^; Sox2^fl/+^; p27^−/−^ pituitaries tumorigenesis is impaired (1-y-old 14% tumor incidence, *n* = 7) compared to Sox9^iresCreERT2/+^; p27^−/−^ (1-y-old, *n* = 5, 100% tumor incidence). The thickness of the SOX2 positive SC epithelium resembles that of control, demonstrating that reduction of Sox2 dosage in SCs impairs p27^−/−^ IL tumorigenesis. (*C*, *D*, and *F*) Analysis of cell proliferation. EdU incorporation was quantified in SCs and melanotrophs in 7- to 12-mo-old *Sox9*^*iresCreERT2/+*^, *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ IL. (*C*) In SCs (EdU; SOX2; SOX9 triple positive/SOX2; SOX9 double-positive cells), there is a significant reduction of proliferation in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ samples (0.20 ± 0.35, *n* = 3, **P = 0.0011) compared to *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ ones (3 ± 0.68, *n* = 3). In fact, proliferation in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ SC is similar to *Sox9*^*iresCreERT2/+*^ controls (0.28 ± 0.32, *n* = 3, *P* = ns). (*D*) In melanotrophs (POMC positive cells in IL/DAPI positive nuclei), there is a reduction of cell proliferation in *Sox9*^*iresCreERT2/+*^*;Sox2*^*fl/+*^*;p27*^−/−^ samples (1.88 ± 0.72, *n* = 6, **P = 0.0033) compared to *Sox9*^*iresCreERT2/+*^*;p27*^−/−^ (3.7 ± 0.76, *n* = 4); again proliferation in *Sox9*^*iresCreERT2/+*^*;Sox2*^*fl/+*^*;p27*^−/−^ is similar to *Sox9*^*iresCreERT2/+*^ controls (0.60 ± 0.4, *n* = 4, *P = 0.03) while proliferation is increased in *Sox9*^*iresCreERT2/+*^*;p27*^−/−^ vs *Sox9*^*iresCreERT2/+*^ controls (****P = 0.0001). (*E*) Quantification of the vascular structures ectopic development in 7 to 12 mo old. *Sox9*^*iresCreERT2/+*^, *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ animals. Deletion of one copy of *Sox2* in SC leads to a reduction in the development of ectopic blood vessels in IL. IL vascular structures area: *Sox9*^*iresCreERT2/+*^ (0.32 ± 0.28, *n* = 3), *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ (2.56 ± 1.26, *n* = 3, (*P < 0.03), and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ (1.15 ± 0.43, *n* = 3). (*F*) EdU, SOX2 double staining in 7- to 12-mo-old *Sox9*^*iresCreERT2/+*^, *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ pituitary glands. *Right*, immunofluorescence for CD31 showing ectopic blood vessel formation reduction in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ sample. SC layer is outlined in *A*, IL in *F*. ns, nonsignificant.

To investigate the role of SOX2 in SCs during tumorigenesis, one allele of the gene was removed exclusively in SCs in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ animals. Cre activity was induced in 4-wk-old animals and pituitaries harvested when the animals were 6 to 12 mo old. Strinkingly, only one among seven 12-mo-old *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ animals developed an IL tumor, while all *p27*^*−/−*^controls were affected (Fig. 5 *B*, *Upper* and *SI Appendix*, Fig. S5*A*). The IL is however consistently hyperplastic in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ animals, similarly to *p27*^*−/−*^*; Sox2*^*+/−*^ mice. These results unequivocally demonstrate that SOX2 is required independently in SCs for tumors to develop in *p27*^*−/−*^ IL. The thickness of the SOX2-positive SC layer appeared reduced in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ compared to *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ (Fig. 5 *B*, *Lower*), and there were fewer SCs upon *Sox2* reduction (*SI Appendix*, Fig. S5*B*). SOX2 staining intensity in SCs was also reduced (Fig. 5*F* and *SI Appendix*, Fig. S5*C*). Furthermore, we observed a significant reduction of proliferation in both SCs and melanotrophs in 6-mo-old *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ IL compared to *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ samples (Fig. 5 *C*, *D*, and *F*). In addition, formation of ectopic vascular structures is significantly decreased (Fig. 5 *E* and *F*).

Altogether these results indicate that, while SCs are not themselves giving rise to melanotroph tumors in *p27*^*−/−*^ IL, SOX2 activity in the SCs and consequently the SCs themselves are required for tumorigenesis in *p27*^*−/−*^ IL.

### Characterization of the Transcriptional Consequences of Altering *Sox2* Levels in *p27*^*−/−*^ IL SCs.

To analyze the role of SOX2 in SCs, we performed single cell RNA sequencing analysis (scRNAseq) on ILs from 3-mo-old *Sox9*^*iresCreERT2/+*^, *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ animals, where Cre activity had been induced at birth. Dataset clustering was performed by generating uniform manifold approximation and projection (UMAP) plots (Fig. 6*A* and *SI Appendix*, Fig. S6*A*). The three datasets were integrated and clusters identified according to the expression of known DEGs, and by comparison with published studies (24, 31). The major cell cluster corresponds to melanotrophs as expected (*Tbx19*, *Pomc*, and *Pax7* positive). The SC cluster (*Sox2* and *Sox9* positive) is proportionally larger in our IL dataset in comparison with studies performed on the whole pituitary (24, 31). We independently reanalyzed the SC (Fig. 6 *B* and *C*) and melanotroph clusters (Fig. 6 *F* and *G*). Within each cell type we observed that cells were mostly, but not perfectly, clustered according to their genotype. We thus aimed at examining DEGs between the clusters to characterize the direct effect of *Sox2* dosage on SCs, and the consequences on melanotrophs. More precisely, we analyzed DEGs in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ compared to *Sox9*^*iresCreERT2/+*^ and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^.

**Fig. 6.**
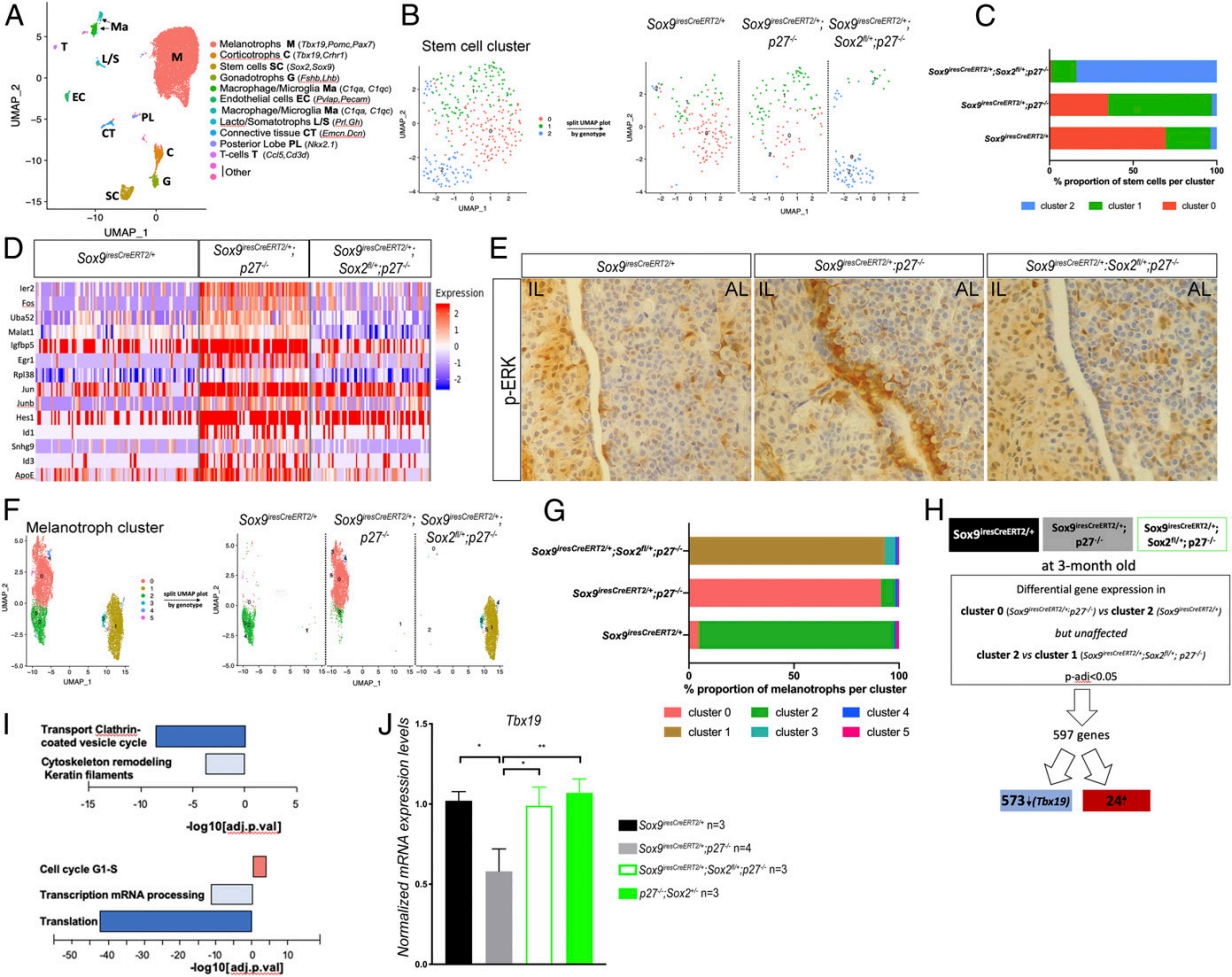
Characterization of the transcriptomic effects of *Sox2* dosage reduction in SCs in *p27*^*−/−*^ IL by single cell analysis. (*A*) Identification of clusters in integrated UMAP. (*B*) Subclustering of the stem cell fraction (0.9 resolution) shows that segregation only partially correlates with genotype (*Right*). (*C*) Representation of the proportion of cells of the indicated genotype in each cluster, *Sox9*^*iresCreERT2/+*^ (*n* = 137 cells), *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ (*n* = 104 cells), and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ (*n* = 82 cells). (*D*) Heatmap showing expression of 14 genes selected out of 36 differentially expressed genes (adjusted *P* value <0.05) in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ compared with *Sox9*^*iresCreERT2/+*^ or *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^. (*E*) Immunohistochemistry for p-ERK on *Sox9*^*iresCreERT2/+*^, *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ pituitaries. While the MAPK/ERK pathway seems overactive in *p27*^*−/−*^ SCs, p-ERK levels return to normal levels upon deletion of one copy of *Sox2* in SCs. (*F*) Subclustering of the melanotroph fraction (0.2 resolution) shows that segregation correlates with genotype (*Right*). (*G*) Representation of the proportion of cells of the indicated genotype in the most abundant cluster, *Sox9*^*iresCreERT2/+*^ (*n* = 1,272 cells), *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ (*n* = 3,561 cells), and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ (*n* = 3,006 cells). (*H*) Strategy followed for scRNAseq analysis of *Sox9*^*iresCreERT2*/+^; *p27*^−/−^ vs. *Sox9*^*iresCreERT2*/+^ or/and *Sox9*^*iresCreERT2*/+^; *Sox2*^*fl*/+^; *p27*^−/−^ melanotrophs. (*I*, *Upper*) Pathway analysis on genes differentially expressed (adjusted *P* value <0.05) in melanotrophs following the strategy delineated in *I*. Pathways associated with secretory function and cytoskeleton are down-regulated in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ cells. (*Bottom*) Process network analysis performed on genes differentially expressed between *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ melanotrophs (adjusted *P* value <0.05). Processes associated with translation and transcription are down-regulated in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ melanotrophs, while genes promoting cell cycle progression are up-regulated. (*J*) RT-qPCR analysis of Tbx19 levels in 5- to 12-mo-old *Sox9*^*iresCreERT2*/+^, *Sox9*^*iresCreERT2*/+^; *p27*^−/−^, *Sox9*^*iresCreERT2*/+^; *Sox2*^*fl*/+^; *p27*^−/−^, and *p27*^−/−^; *Sox2*^+/−^ IL. Tbx19 levels are increased in *Sox9*^*iresCreERT2*/+^; *Sox2*^*fl*/+^; *p27*^−/−^ (0.99 ± 0.20, *n* = 3, *P = 0.02) and *p27*^−/−^; *Sox2*^+/−^ (1.07 ± 0.15, *n* = 3, **P = 0.0044) vs. *Sox9*^*iresCreERT2*/+^; *p27*^−/−^ (0.58 ± 0.28, *n* = 4).

In SCs, (Fig. 6 *B* and *C*) 36 DEGs were identified by comparing subcluster 1 (which has the highest proportion of *p27*^*−/−*^ cells) to the two other subclusters (Dataset S3). Thirty of the DEGs were up-regulated in subcluster 1, and among them, 14 have been associated with tumorigenesis (Fig. 6*D*). Among these, 5 are immediate early response genes (*Ier2*, *Fos*, *Junb*, *Jun*, and *Egr1*) that can be activated by the MAPK pathway. This pathway was also activated in our *p27*^*−/−*^ bulk RNAseq dataset (Fig. 1*D*). In embryonic pituitary progenitors, activation of the MAPK pathway is associated with expansion of this compartment (32). We thus performed immunohistochemistry for phosphorylated ERK and observed a clear and specific up-regulation of the signal in *p27*^*−/−*^ SCs, in contrast with both control and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ samples (Fig. 6*E*). This suggests that SOX2 positively regulates activity of the pathway in SCs, either directly or indirectly, and this correlates with tumorigenesis.

Subclustering of the melanotrophs, which were more numerous than the SCs, was better associated with the different genotypes (Fig. 6 *F* and *G*). In agreement with the absence of tumorigenesis, there was a reduction in melanotroph numbers in *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ compared to *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^, but these were still more numerous than in wild type, in agreement with the hyperplasia observed in compound mutants (Fig. 6*F*). Furthermore, while melanotrophs are genetically equivalent in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ samples, their transcriptome is clearly different, further confirming the SOX2-dependent effect of SCs on melanotrophs. There were 597 DEGS in cluster 0 (*Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^) melanotrophs compared to clusters 2 (*Sox9*^*iresCreERT2/+*^) and 1 (*Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^) (Fig. 6*H*). Pathway analysis of the 573 down-regulated genes in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ melanotrophs revealed that vesicular and endosomal traffic, and cytoskeleton remodeling, as we observed in our bulk analysis (Figs. 1 *C* and *D* and 2*B*), were predominantly affected, suggesting that the differentiated, secretory phenotype of melanotrophs was restored upon reduction of SOX2 in SCs (Fig. 6 *I*, *Upper*). In agreement with this hypothesis, *Tbx19* was among the down-regulated genes in *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ melanotrophs. Recovery of normal expression levels of *Tbx19* upon *Sox2* down-regulation in SCs was further validated by quantitative PCR (Fig. 6*J*). Finally, pairwise comparison between clusters 0 and 1, comprising *Sox9*^*iresCreERT2/+*^*; p27*^*−/−*^ and *Sox9*^*iresCreERT2/+*^*; Sox2*^*fl/+*^*; p27*^*−/−*^ cells, respectively, revealed a significant enrichment in process networks associated with translation and transcription (Fig. 6 *I*, *Bottom*), suggesting reduced levels of both transcription and translation in *p27*^*−/−*^ cells, restored in melanotrophs upon reduction of *Sox2* levels in SCs. SCs and CSCs are known to have reduced levels of translation. Moreover, SOX2 was recently shown to be directly involved in alterations in the rate of protein synthesis in a mouse model of squamous tumor initiating cells (33). This suggests that SOX2 may play a similar role in *p27*^*−/−*^ melanotrophs, acting as a repressor of translation and transcription of genes related to differentiation.

Altogether these data show that SOX2 up-regulation in *p27*^*−/−*^ SCs results in the induction of a dedifferentiated, protumoral phenotype in melanotrophs. In SCs, SOX2 overexpression leads to increased MAPK pathway activation, which correlates with and may mediate the role of SOX2 in tumorigenesis, at least in *p27*^*−/−*^ IL.

## Discussion

The regulation of *Sox2* expression is extremely complex (34) and variation of its expression levels has contrasting consequences in cancers (16). Here we have further dissected the role of SOX2, and also demonstrated the importance of *Srr2* for the SOX2-P27 interaction. We have shown that SOX2 is required independently both in melanotrophs and SCs for IL tumors to develop in *p27*^*−/−*^ animals (see model, Fig. 7). The pleiotropic, protumorigenic effects of SOX2 in distinct cell types in the absence of P27 demonstrate that it is a crucial mediator of tumorigenesis and hence, a good target for antitumoral treatments. However, we also show that SOX2 only appears to be a relevant target in a subset of tissues when P27 is lost or its expression decreased, such as the pituitary and duodenum.

**Fig. 7.**
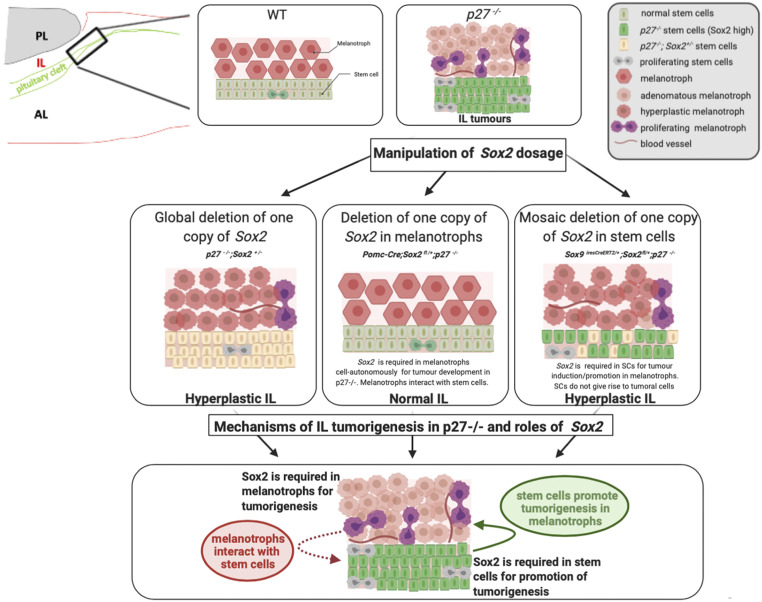
Model recapitulating the consequences of *Sox2* dosage modulation during IL *p27*^*−/−*^ tumorigenesis and its proposed roles. In normal IL, SOX2 is expressed at high levels in SCs and at low levels in melanotrophs. In *p27*^*−/−*^ IL, melanotroph tumors develop with increased SC proliferation. SOX2 levels are increased in both cell types, while expression of TBX19 and POMC is reduced in melanotrophs. Removal of one copy of *Sox2* in *p27*^*−/−*^ animals *(p27*^*−/−*^*; Sox2*^*+/−*^*)* results in impairment of tumorigenesis, while hyperplasia is still observed. Conditional deletion of *Sox2* in melanotrophs (*Pomc-Cre; Sox2*^*fl/+*^*; p27*^*−/−*^) prevents hyperplasia and tumor formation; therefore, SOX2 is required cell autonomously for tumor formation (Fig. 4). Furthermore, modulation of SOX2 levels in SCs in this model suggests that melanotrophs interact with SCs (dotted arrow). Conditional deletion of *Sox2* in SCs (*Sox9*^*iresCreERT2*^; *Sox2*^*fl/+*^*; p27*^*−/−*^) also impairs tumorigenesis, reduction of *Tbx19* levels, and SC overproliferation but hyperplasia is still observed (Figs. 5 and 6). Therefore SCs promote tumor formation and loss of differentiated features, while not giving rise to tumorigenic cells themselves. This tumor-promoting role of SCs (arrow) depends on SOX2. Therefore SOX2 is required both in melanotrophs and SCs for respectively cell-autonomous and tumor-promoting functions following loss of P27. This model was created with BioRender.com.

Understanding the reasons behind the tissue specificity for the SOX2-P27 interaction could help to define preexisting factors favoring tumorigenesis. Our results suggest that derepression of *Sox2* in the absence of P27 leads to IL tumors. However, this happens only in some cell types, while expression of *p27* is ubiquitous, likely illustrating the multiple antiproliferative roles of P27 that are distinct from *Sox2* repression (35, 36). Differential expression of P27 interactors and/or targets, and of other cell cycle repressors, may explain tissue-specific features of the *p27*^*−/−*^ phenotype.

In pituitary endocrine cells, SOX2 expression appears to be a prerequisite for tumoral development in absence of *p27*, since melanotrophs are the only such cell type where SOX2 is detectable (19). While melanotrophs are also uniquely characterized by their nonproliferative status (6), levels of P27 are unexpectedly relatively low in melanotrophs. This suggests that in *p27*^*−/−*^ mutants, an active *Sox2* locus normally under P27 control, coupled with a relaxed control of the cell cycle renders melanotrophs particularly prone to tumorigenesis. In agreement, independent deletion of genes encoding for different negative cell cycle regulators show that the IL is particularly sensitive to tumoral development (7). Furthermore derepression of *Sox2* is also observed in *pRb*^*+/−*^ pituitary tumors (37). It would be interesting to examine whether SOX2 is required for IL tumorigenesis in other cell cycle regulator mutants (7). Conversely we can now screen for cell types satisfying the relevant criteria, including low cell turnover, low negative cell cycle regulator levels, and presence of SOX2, and examine for tumorigenic potential.

To further characterize the molecular mechanisms involved in the SOX2-P27 interaction, we have deleted *Srr2*. SOX2 itself, c-myc, and members of the POU transcription factor family bind to *Srr2* to promote expression of the gene (38). Beside P27 (15), other negative regulators of *Srr2* have been characterized such as P21 in neural SCs (39) and pRb in the pituitary (37). Analysis of *p27*^*−/−*^*; Srr2*^*del/del*^ animals shows that the repressive action of P27 is mediated by *Srr2* and in absence of *p27*, Srr2 activators drive *Sox2* expression; this then leads to pituitary tumors and retina defects (see model, *SI Appendix*, Fig. S3*E*). Notably, loss of *Srr2* affects cell proliferation exclusively in *p27*^*−/−*^ SCs, suggesting that the role of the enhancer is more important in SCs, in agreement with a role for these in promoting the melanotroph tumors.

Our study highlights common and cell-specific roles of SOX2 during tumorigenesis. Both in *p27*^*−/−*^ melanotrophs and SCs, SOX2 up-regulation is associated with overproliferation. The association of SOX2 with dedifferentiation and overproliferation has been observed in many tumors (16), as we also observe here in melanotrophs. In pituitary SCs, our results suggest that this overproliferation is linked to MAPK overactivation, something that has been shown in embryonic pituitaries expressing an activated form of *Braf* (32). How SOX2 derepression induces MAPK activation is less clear; MAPK pathway activation has been linked to induction of *Sox2* expression (40), but the molecular mechanisms undelying the converse have not been characterized. It would be of interest to determine whether this SOX2-MAPK interaction is relevant in other contexts. While SOX2 has been associated with CSC properties in some other tumors (41), we report here its requirement in SCs for these to promote tumorigenesis in neighboring melanotrophs. Manipulation of MAPK in SCs in *p27*^*−/−*^ animals is now required to characterize their effect on SCs and melanotroph transformation.

In conclusion, our study reveals how *Sox2* derepression, independently in two adjacent cell types, underlies tumorigenesis in one of them. Moreover, our work reveals the existence of reciprocal interactions between melanotrophs and flanking SCs to orchestrate tumor development. This highlights the complexity of the mechanisms triggering tumorigenesis and the central role of SOX2 in this process. Furthermore pituitary SCs, which are not tumoral, but have a tumor-inducing activity, represent good antitumoral treatment targets, highlighting the importance of detailed characterization of mechanisms underlying tumorigenesis to decipher possible antitumor strategies.

## Materials and Methods

All experiments carried out on mice were approved under the UK Animal (scientific procedures) Act (project licenses 80/2405 and 70/8560). Detailed protocols and mouse strains can be found in *SI Appendix*, *Supplementary Material and Methods*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA sequencing datasets have been deposited in Gene Expression Omnibus (GSE152010). All study data are included in the article and/or supporting information.

# Supplementary material for: SOX2 is required independently in both stem and differentiated cells for pituitary tumorigenesis in p27-null mice
**Source:** Proc Natl Acad Sci U S A. 2021 Feb 11;118(7):e2017115118. doi: 10.1073/pnas.2017115118
**Supplement:** Supplementary File

## Supplementary Material and Methods

### Mice

*Cdkn1b*<sup>tm1Mf</sup> (p27) (8), *Sox9*<sup>tm1(cre/ERT2)Hauk</sup> (*Sox9*<sup>iresCreERT2</sup>) (29), *Tg(PomC-Cre)Dro* (*Pomc-Cre*) (5), *Sox2*<sup>tm1Lpev</sup> (*Sox2*<sup>GFP</sup>), *Sox2*<sup>tm2Lpev</sup> (*Sox2*<sup>a</sup>) (42) and *Gt(ROSA)26Sor*<sup>tm1(EYFP)Cos</sup> (*Rosa26*<sup>ReYFP</sup>) (43) were maintained on mixed background. Experiments were either performed using littermates or animals with comparable backgrounds.

Cre activity was induced by tamoxifen administration for 3 consecutive days at 5mg/25g body weight /day. Pituitaries were harvested after tamoxifen treatment, as indicated in each experiment. Genotyping was performed by Transnetyx®.

Detailed information on animals used/experiment is available in Supplementary Table 4.

### Generation of *Pomc-CreERT2* transgenic mice and *Sox2*<sup>tm1(Guide1/1:SRR2)RLB</sup> mice

*Tg(Pomc-cre/ERT2)Rlb* (*Pomc-CreERT2*) mice were generated by inserting a 543bp (-480/+63) region of the *Pomc* promoter (5) upstream of the sequence coding for iCreERT2. *Pomc-CreERT2* animals were obtained by standard pronuclear injection. Tissue-specific activity of *Pomc-CreERT2* was confirmed by crossing transgene positive animals with *Rosa26*<sup>ReYFP/ReYFP</sup> mice; one founder was chosen to establish the strain.

The *Sox2*<sup>tm1(Guide1/1:SRR2)RLB</sup> allele was generated using the CRISPR/Cas9 technology. Single guide RNAs (sgRNAs) were designed (www.crispr.mit.edu) to induce deletion of the mouse SRR2 enhancer (81 bp), situated 4kb downstream of *Sox2* (UCSC mm9 genome chr13: 34,552,926 - 34,553,007). Two pairs of guides were designed: pair 1 (G1\_5'+G1\_3') and pair 2 (G4\_5'+G5\_3') (Supplementary Table 1) and independently injected into zygotes with Cas9 mRNA as previously described (44) to produce two different mouse strains with the same *Srr2* deletion, in order to discriminate between the effects of the desired mutation, which would be common to both guides, and potential off-target effects of the guides which would be in contrast specific to a particular pair. Founders were genotyped for SRR2 deletion by PCR and mosaicism estimated using the MiSeq system (Illumina) (Supplementary Table 2, adaptor sequence in bold). Two founders were chosen to establish two independent strains.

### Immunofluorescence, EdU staining, image acquisition and pre-processing

Immunofluorescence was performed as previously described (45). Mice were perfused with 4% w/v paraformaldehyde in phosphate-buffered saline (PBS), pituitaries harvested and cryosectioned at 12  $\mu$ m. Sections were blocked with blocking solution (10% v/v donkey serum in PBS/0.1% v/v Triton X-100; PBST) for 1 hr, then incubated with primary antibodies in 10% blocking solution overnight at 4°C. Primary antibodies were used at the following dilutions: rat anti-GFP (Nacalai Tesque) at 1:1000; rabbit anti-POMC (NHPP) at 1:500; mouse anti-POMC (46) 1:500, Mouse anti-PAX7 (DSHB) 1:100, goat anti-SOX2 (Immune System) at 1:300, rabbit anti-SOX9 (gift from F. Poulat, Institut de Génétique

Humaine, Montpellier) at 1:300, rat anti-CD31 (47) 1:50, p27kip C19 (SantaCruz) 1:300, rabbit anti-ki67 (Abcam) 1:1000. Sections were washed in PBST then incubated for 1 hr at room temperature with the corresponding anti-rat, anti-goat or anti-rabbit secondary antibody conjugated to Alexa-Fluor 488, 555, 594 or 647 in 10% blocking solution with 1  $\mu$ M 4',6-diamino-2-phenylindole (DAPI).

Cell proliferation was analysed following a one-hour EdU pulse in E18.5 embryos (30 $\mu$ g/g body weight), or two intraperitoneal daily injections for 3 consecutive days in adult. Adult pituitaries were harvested at day 4. EdU incorporation was detected using the Click-iT EdU imaging kit following the manufacturer instructions (Thermo Fisher Scientific). Sections were washed with PBST and mounted using Aqua-Poly/Mount (Polysciences, Inc., Warrington, PA, USA).

Images were acquired using a Leica SPE confocal microscope or Olympus VS120 Slide Scanner. Settings were established during the initial acquisition. All images taken from the Leica SPE confocal microscope were pre-processed using ImageJ (maximum z-projection) and the ones taken from VS120 Slide Scanner were processed using Qu-path.

### **Immunohistochemistry**

Pituitary glands were fixed in 10% buffered formaldehyde for 16 hours and embedded in paraffin. For staining, 4 $\mu$ m sections were de-paraffinized using xylene and rehydrated through a graded series of ethanol. Antigen retrieval was performed for 20 min at high temperature in either 0.01M citrate buffer (pH6) or Tris-EDTA (10mM Tris base, 1mM EDTA solution, pH9), depending on the antibody. The following antibodies were used: Sox2 (AF2018, R&D), 1:100, on sections treated with antigen retrieval buffer (Ventana) for 48 minutes, followed by a one hour primary antibody incubation. IHC was performed on the Discovery Ultra Ventana platform (Roche). P-ERK1/2 (4370, Cell Signalling Technology) 1:100 O/N at 4°C, antigen retrieval was performed in the microwave for 23 minutes with 0.01M citrate buffer pH6. Goat anti-rabbit secondary antibody (BA-1000, Vector) was incubated 1:250 for 45 minutes at RT and then signal amplification and HRP detection were performed using the ABC kit (Vectorlabs) for 30 minutes at RT. This IHC was performed manually. Samples were blocked using 1% BSA and incubated overnight at 4°C with the desired antibody, or in blocking buffer for controls. Finally, slides were incubated with the secondary antibody for one hour and washed three times with PBS. For colorimetric staining with diaminobenzidine (DAB) slides were incubated with peroxidase substrate and mounted.

### **Cell Countings**

For proliferation assays quantification, three different fields were chosen on different sections (sections always include IL, SCs flanking the cleft and AL). Within these, the numbers of SOX2-positive, SOX9-positive, EdU-positive, and SOX2;EdU;SOX9 triple-positive cells, representing proliferative stem cells, or SOX9 negative, SOX2;EdU double-

positive cells, representing proliferative melanotrophs, were counted blindly and manually.

In EdU injected *Pomc-CreERT2; Sox2<sup>fl/+</sup>; p27<sup>-/-</sup>; Rosa26<sup>ReYFP/+</sup>* mutants, a total of around 1000 PAX7 positive cells was counted from fields randomly chosen and encompassing the whole IL. The number of EdU;PAX7-double-positive or EdU;PAX7;eYFP-triple-positive cells was counted blindly and manually, and the IL surface area was determined using the Fiji software.

The Fiji software was used to pseudocolor the different channels in unprocessed micrographs.

The Qupath software (48) was also used for image analysis. Briefly, areas of interest were defined after POMC immunostaining for the intermediate lobe, or SOX2;SOX9 for the SC layer. Within the areas of interest, the centre of cell nuclei was then identified as maxima in a filtered DAPI image. Nuclear boundaries were assigned by a propagation algorithm, and then expanded by ~1 micron to define sampling areas. The following data were then recorded: (i) average pixel intensities for each data channel over each sampling area, representing one cell, (ii) the size of the sampling areas; and (iii) the number of positive cells for each data channel over each sampling area.

### **Pituitary Dissociation for FACS, sc-RNAseq and Sphere Assay**

Pituitaries were harvested. The anterior lobe was separated from the intermediate and posterior lobes by cutting through the cleft. The posterior lobe was then removed and the anterior and intermediate lobes incubated separately in a solution of papain (10108014001, Sigma-Aldrich, 1mg/ml in HBSS) for 15 min at 37°C in presence of 10µg/ml of both DNase (10104159001, Thermo Scientific) and Rock Inhibitor (M1817, Abmole Bioscience). The papain solution was then removed, and mechanical dissociation was performed on ice in pituisphere medium (18). Pituispheres were derived as previously described (18) and spheres counted manually and blindly after 1 week in culture.

### **mRNA extraction and reverse transcriptase-PCR (rt-qPCR)**

Total mRNA was extracted from dissected IL using the RNeasy Micro kit (Qiagen) according to the manufacturer's protocol. The extracted RNA was reverse-transcribed into cDNA using the Superscript VILO cDNA synthesis kit (Thermo Fisher Scientific, Figure 2) or SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio USA, Figure 5) according to the manufacturer's protocol.

### **Quantitative real-time PCR (RT-qPCR)**

Each sample was assayed in technical duplicate with each tube containing diluted template cDNA, 250 nM primers and 1xAbsoluteSybrGreen ROX mix (Thermo Fisher Scientific). Each sample was assayed for the genes of interest together with the reference housekeeping gene *Gapdh* (Supplementary Table 3). Relative expression of the genes of interest was

calculated by normalisation of the detected expression value to the geometric mean of the reference genes using the  $\Delta\Delta C_t$  method (49). Data is shown as mean $\pm$ SEM with the number of biological samples indicated in each figure. Sidak's (Figure 1I) and Tukey's multiple comparison tests (Figure 2H and 5K) were used to assess significance of the data.

### **Radioimmunoassay (RIA)**

Pituitaries were homogenized in phosphate-buffered saline and hormonal contents measured by RIA (50) using National Hormone and Pituitary Program reagents kindly provided by A.L. Parlow for ACTH and GH and using alpha MSH RIA kit (RB303-Invitech).

### **In-situ hybridization (RNAscope)**

Fluorescent in situ hybridisations were performed manually using RNAscope (Multiplex Fluorescent Reagent Kit v2, 320293) on cryosections according to the manufacturer's protocol. Images were analysed and quantified using the Fiji package.

### **Statistical analyses**

Statistical analyses were performed using Prism v.8.0c (GraphPad Software, USA). To examine significance of the data, tests were selected according to the experiment analysed. For survival curves generated using the Kaplan Meier method, log-rank tests were applied (Fig.2B). When comparing two groups of values with normal distribution, unpaired t-test was performed (Figure; 1H, 3H, 3I and in Supplementary figure;1B & 4B). Angular transformation was applied to compare percentages followed by unpaired t-test (Figure; 1L,1M, 2E and 3D). When comparing two groups of values where the distribution was non-parametric, Mann Whitney test was performed (Figure; 1C (upper graph), 1G, 1J). For multiple comparisons, analysis of variance (ANOVA) was implemented; Sidak's test was performed when comparing two groups (genotype) and differences between compartments (AL, SC cleft or IL) in Figure; 1C (bottom panel),1K,1O. To analyse larger groups, Tukey's multiple comparison test was implemented (Figure 2G, 2M & O, 3C,3K,4C,4D,4E and Supplementary Figure;2B,4A). All results are represented as means  $\pm$  standard deviation (SD) for raw data and means  $\pm$  standard error of the mean (SEM) for graphs. Standard significance levels were used: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

### **RNA sequencing sample preparation**

Bulk RNA sequencing. RNA was extracted from dissected male and female IL or FAC sorted cells using the RNeasy Micro kit (Qiagen) according to the manufacturer's protocol. RNA quality was assessed using the Agilent RNA 6000 Pico Kit (Agilent Technologies). cDNA was generated using Ovation RNA-seq System V2 (Tecan, 7102-A01), libraries were constructed using Ovation Ultralow System V2 (Tecan, 0344NB-A01) according to the manufacturer's instructions. Libraries were quantified using the TapeStation (Agilent)

and pooled in equimolar proportions. Library were sequenced on an Hiseq4000 (Illumina), to achieve an average of 25 million reads per sample.

Single-cell RNA sequencing. Male and female IL cells were dissociated as described above. Libraries were generated using Chromium Single Cell 3' kit v3 (10x genomics, 100092) according to the manufacturer's instructions. Both cDNA and libraries were quantified using the TapeStation (Agilent) and sequenced on an Hiseq4000 (Illumina), to achieve an average of 50,000 reads per cell.

Detailed aims and animal information is available in Supplementary Table 5.

### **Bioinformatics analysis**

Bulk RNA sequencing. The sequencing was performed on biological duplicates or triplicates for each data point. The RSEM package (version 1.3.30) (51) was used in conjunction with the STAR alignment algorithm (version 2.5.2a) (52) for the mapping and subsequent gene-level counting of the sequenced reads with respect to Ensembl mouse GRCm.38.89 version transcriptome. All parameters for RSEM were run as default except “-forward-prob” which was set to 0.5. Normalisation of raw count data and differential expression analysis was performed with the DESeq2 package (version 1.18.1) (53) within the R programming environment (version 3.4.3) (54). Differentially expressed genes were defined as those showing statistically significant differences between pairwise groups if the adjusted P value was less than 0.05 (FDR < 0.05). Differentially expressed genes were taken forward and their pathway and process enrichments were analysed using Metacore (<https://portal.genego.com>). A hypergeometric test was used to determine statistical enriched pathways and processes and the associated P-value was corrected using the Benjamini–Hochberg method.

Single-cell RNA sequencing. 10x CellRanger (version.3.0.2) was used to generate single cell count data for each genotype (*Sox9<sup>CreERT2/+</sup>;Rosa26<sup>ReYFP/+</sup>*, *Sox9<sup>CreERT2/+</sup>;p27<sup>-/-</sup>Rosa26<sup>ReYFP/+</sup>* and *Sox9<sup>CreERT2/+</sup>;Sox2<sup>fl/+</sup>;p27<sup>-/-</sup>Rosa26<sup>ReYFP/+</sup>*) using a transcriptome built from the Ensembl mouse GRCm38 release 89. All subsequent analyses were performed in R v.3.6.0 using the Seurat (v3) package (55). Primary filtering was performed on each dataset by removing from consideration: cells expressing fewer than 50 genes and cells for which mitochondrial genes made up greater than 10% of all expressed genes. Each dataset was normalised using the 'LogNormalize' function, with a scale factor of 10,000. The top 2000 highly variable genes were found using the 'FindVariableGenes' function and the data centred and scaled using the 'ScaleData' function. PCA decomposition was performed and after consideration of the eigenvalue 'elbow-plots, the first 20 components were used to construct Uniform Manifold Approximation Projection (UMAP) plots. Clusters relating to Melanotrophs and Stem Cells were identified, using the expression of known markers [melanotroph markers : *Pomc*, *Pax7* and *Pcsk2*; stem cell markers : *Sox2* and *Sox9*], and these clusters were integrated across the three genotypes (*Sox9<sup>CreERT2/+</sup>;Rosa26<sup>ReYFP/+</sup>*, *Sox9<sup>CreERT2/+</sup>;p27<sup>-/-</sup>Rosa26<sup>ReYFP/+</sup>* and *Sox9<sup>CreERT2/+</sup>;Sox2<sup>fl/+</sup>;p27<sup>-/-</sup>Rosa26<sup>ReYFP/+</sup>*) using Seurat 3's standard integration workflow.

Differentially expressed genes between clusters across genotypes were determined using the 'FindMarkers' function.

### **Data availability**

The RNA-sequencing datasets have been deposited in the Gene Expression Omnibus with the grouped accession number GSE152010. The bulk RNAseq datasets are GSE152007 (*p27<sup>-/-</sup>* IL compared to wild-type, two- and seven-month old) and GSE152008 (*p27<sup>-/-</sup>* IL compared to *p27<sup>-/-</sup>*; *Sox2<sup>-/-</sup>* and wild-type, two- to three-month old); the single-cell RNA-sequencing datasets have been deposited with accession number GSE152009.

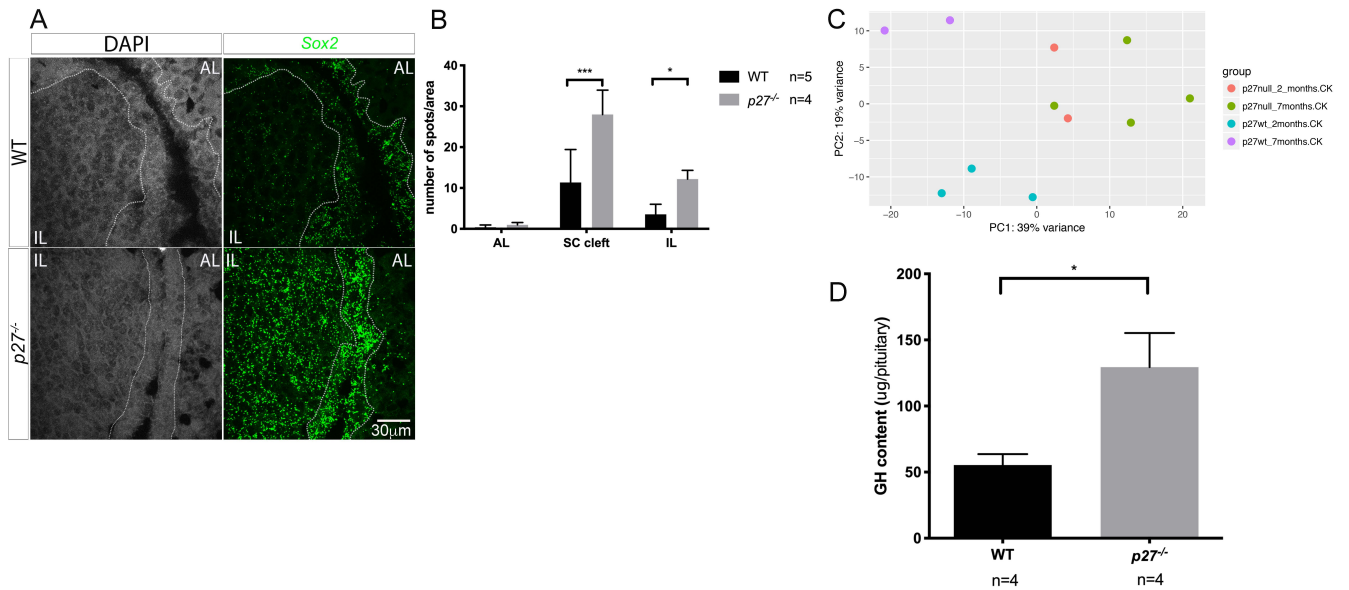

**Fig. S1. Analysis of *p27*<sup>-/-</sup> pituitaries.**

**A)** *In situ* hybridisation for *Sox2* in a 2-month old pituitary. In *p27*<sup>-/-</sup> IL higher levels of *Sox2* are observed in both melanotrophs and SCs .

**B)** Levels of SOX2 expression were quantified after *in situ* hybridisation, in the cell types indicated. Quantification after RNAscope show that in *p27*<sup>-/-</sup>, SCs flanking the cleft express *Sox2* at higher levels (28±6) than and wt (11.4±8, \*\*\*p=0.0002). The same is observed in melanotrophs: *p27*<sup>-/-</sup> (12±2) and wt (3.5±2.5, \*p=0.0134), (n=5-4 in each group).

**C)** Principal Component Analysis (PCA) plots of bulk RNA-seq data of 2- and 7-month old wildtype and *p27*<sup>-/-</sup> IL samples. There is a clear segregation of samples according to genotype, even before tumorigenesis (2 month-old). Furthermore while wild-type samples segregate according to age, *p27*<sup>-/-</sup> samples appear more similar, independently of the age of the animal.

**D)** GH content were measured by RIA in 2-month old male pituitaries. *p27*<sup>-/-</sup> pituitary glands contain higher GH levels (\*p=0.0340, n=4 in each group) which is consistent with gigantism affecting these mutants.

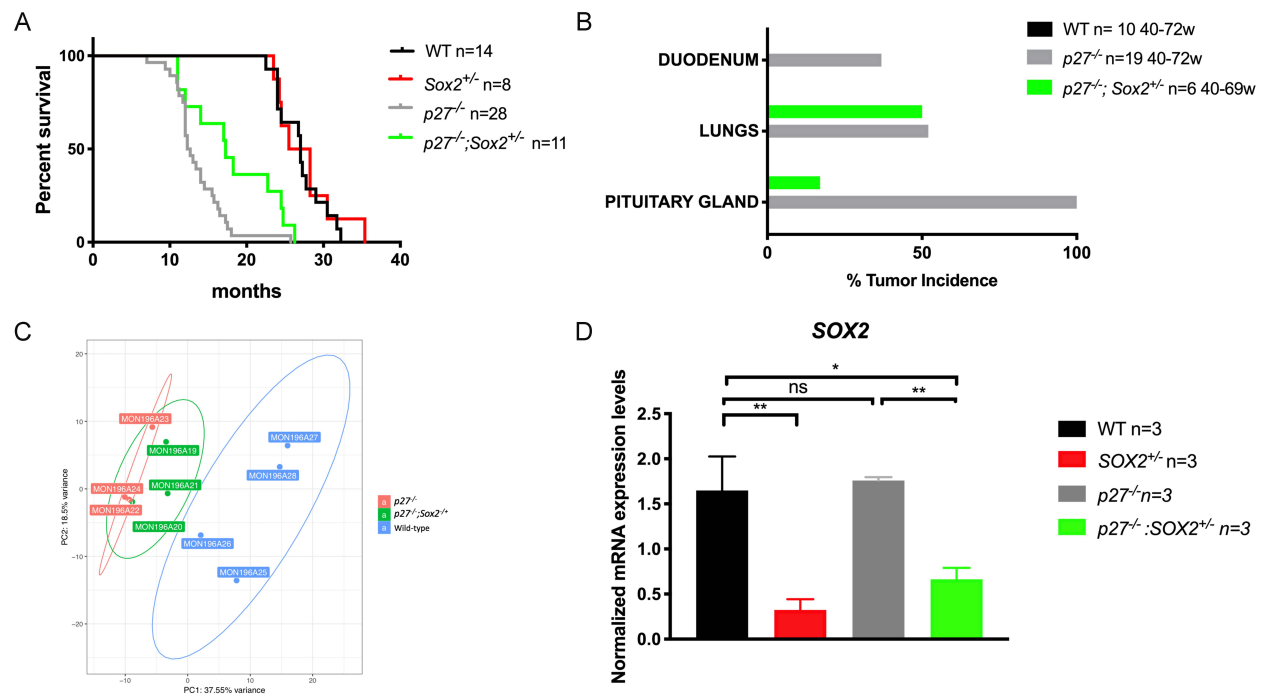

**Fig. S2. Analysis of  $p27^{-/-}; Sox2^{-/-}$  and  $p27^{-/-}; Srr2^{+/-}$  pituitaries.**

**A)** Kaplan-Meier survival curves for wt,  $Sox2^{-/-}$ ,  $p27^{-/-}$  and  $p27^{-/-}; Sox2^{-/-}$  animals.  $p27^{-/-}; Sox2^{-/-}$  mutants survive longer (17.1 months, n=10) than  $p27^{-/-}$  mutants (12.5 months, n=28, \* $p < 0.01$ ), but still significantly less than wt (27 months, n=14, \*\*\*\* $p < 0.0001$ ).

**B)** Tumour incidence in the most affected organs in  $p27^{-/-}$  mice.  $Sox2$  heterozygosity results in a reduction of tumour incidence in the pituitary and duodenum but not in lungs.

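Principal components were computed from the deposited log2 values of the 500 most variable tested genes. The first component held 37.83% of the variance and the second 18.53%. The position on the first component was 10.17 ± 6.44 (SD, n = 4) in WT, -8.38 ± 2.37 (SD, n = 3) in p27-/- and -5.18 ± 3.19 (SD, n = 3) in p27-/-;Sox2+/- samples. Each mutant genotype was separated from WT (exact permutation test, two-sided, p = 0.0571, the smallest that 3 samples against 4 allow). Over the 10 samples, the position was correlated with the mean of the posterior lobe markers (Pearson's r = 0.73). The value was 0.69 with the genotype means removed and 0.44 without WT replicates 3 and 4. This relation was tested after the result was seen. Posterior lobe tissue may therefore contribute to the separation from WT. Between the mutant genotypes the exact permutation test gave p = 0.2 (two-sided), where 3 samples against 3 allow no p below 0.1, and p27-/-;Sox2+/- replicate 2, at -8.87, lay within the range of the p27-/- samples, which was -10.09 to -5.68. The p27-/-;Sox2+/- mean stood at 82.8% of the distance from the WT to the p27-/- mean. With all tested genes in place of the 500 most variable, the difference between the mutants was 7.00 and reached that smallest p (exact permutation test, two-sided, p = 0.1). The component was also wider in that setting. Its differences from WT were -34.06 in p27-/- and -27.06 in p27-/-;Sox2+/-, against -18.56 and -15.36 with the 500 genes.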

**C)** PCA plots of bulk RNA-seq data of 2- to 3-month old wild-type,  $p27^{-/-}$  and  $p27^{-/-}; Sox2^{-/-}$  ILs.  $p27^{-/-}; Sox2^{-/-}$  samples are clustering between wild-type and  $p27^{-/-}$  ones.

**D)** RT-qPCR analysis of  $Sox2$  in wild-type,  $Sox2^{-/-}$ ,  $p27^{-/-}$  and  $p27^{-/-}; Sox2^{-/-}$  in 2- to 3-month old ILs.  $Sox2$  expression levels decrease in  $Sox2^{-/-}$  and  $Sox2^{-/-}; p27^{-/-}$  vs wt or  $p27^{-/-}$ . We did not observe an increase in  $Sox2$  levels in  $p27^{-/-}$  using this technique. This may be because IL comprises two cell types expressing  $Sox2$  at different levels: a high proportion of melanotrophs, expressing it at low levels, and SCs, expressing it at high levels. In  $p27^{-/-}$  animals there are many more melanotrophs than in wild-type, but these, despite  $Sox2$  derepression, are still expressing  $Sox2$  at lower levels than SCs (Fig.1A). The difference in proportion in both cell types between wildtype and mutant may explain the inability to observe  $Sox2$  derepression.

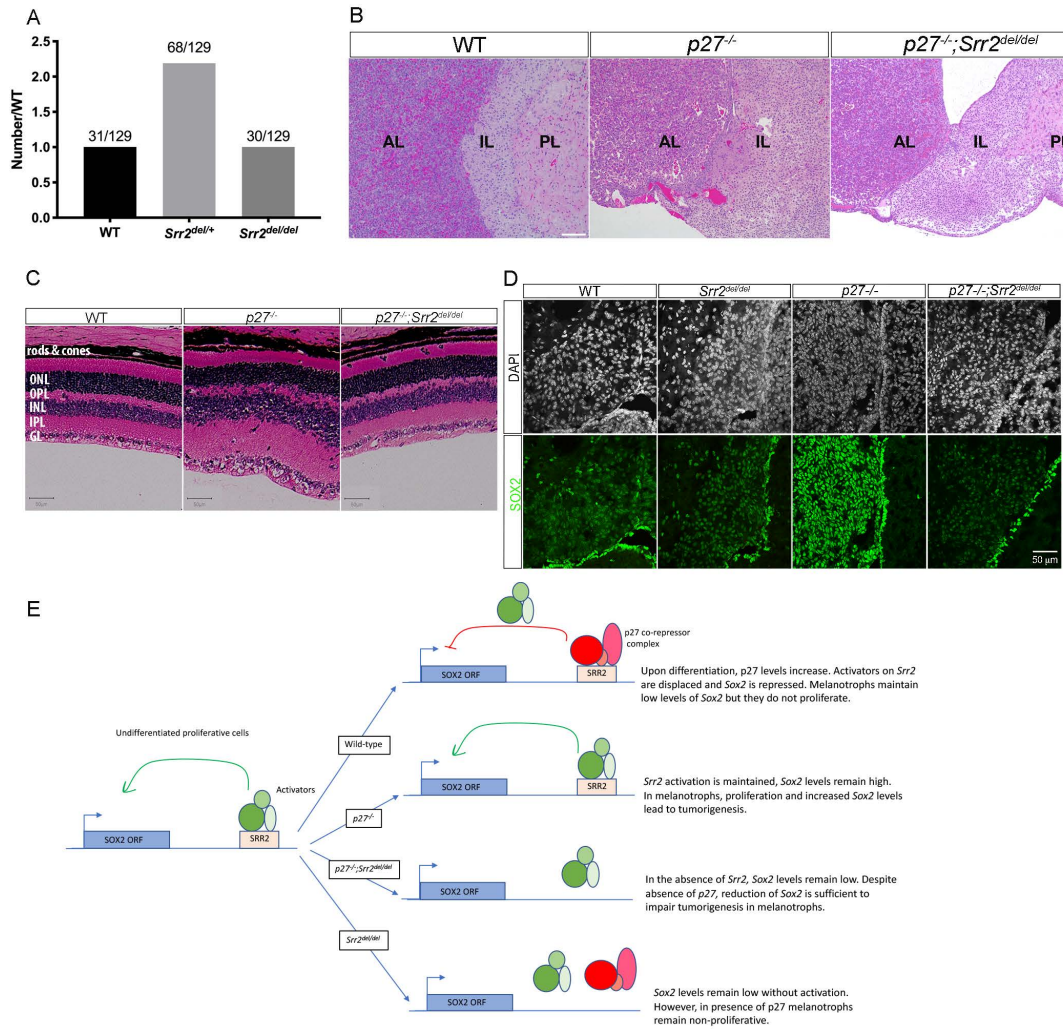

**Fig. S3. Analysis of *p27<sup>-/-</sup>;Srr2<sup>del/del</sup>* pituitaries.**

**A)** Genotypes of offspring obtained from *Srr2<sup>del/+</sup>* heterozygous (XX) and (XY) intercrosses.

**B)** Histological H&E stained sections of 28 to 33-week old wt, *p27<sup>-/-</sup>* and *p27<sup>-/-</sup>;srr2<sup>del/del</sup>* pituitaries. *p27<sup>-/-</sup>;srr2<sup>del/del</sup>* pituitaries show an hyperplastic but still reduced IL compared to *p27<sup>-/-</sup>*. (Scale bar 100 microns)

**C)** Histological sections of H&E stained retinas. In *p27<sup>-/-</sup>;srr2<sup>del/del</sup>* retina, size and organization of the layers is improved compared to *p27<sup>-/-</sup>*. ONL = outer nuclear layer; OPL= outer plexiform layer, INL = inner nuclear layer, IPL=inner plexiform layer, GCL= ganglion cell layer.

**D)** Immunofluorescence for SOX2 in 4 to 7-month old wt, *Srr2<sup>del/del</sup>*, *p27<sup>-/-</sup>* and *p27<sup>-/-</sup>;Srr2<sup>del/del</sup>* pituitary sections. SOX2 expression appears decreased in *p27<sup>-/-</sup>;Srr2<sup>del/del</sup>* IL.

**E)** Model illustrating the effects of p27 on *Srr2* enhancer and consequences of their loss in melanotrophs. *Srr2<sup>del/del</sup>* animals do not phenocopy aspects of the *p27<sup>-/-</sup>* phenotype, which might have been expected if all the enhancer does is mediate repression of Sox2 by P27. However, in agreement with the phenotype of *p27<sup>-/-</sup>; Srr2<sup>del/del</sup>* animals, deletion of *Srr2* prevents both repression and derepression of SOX2.

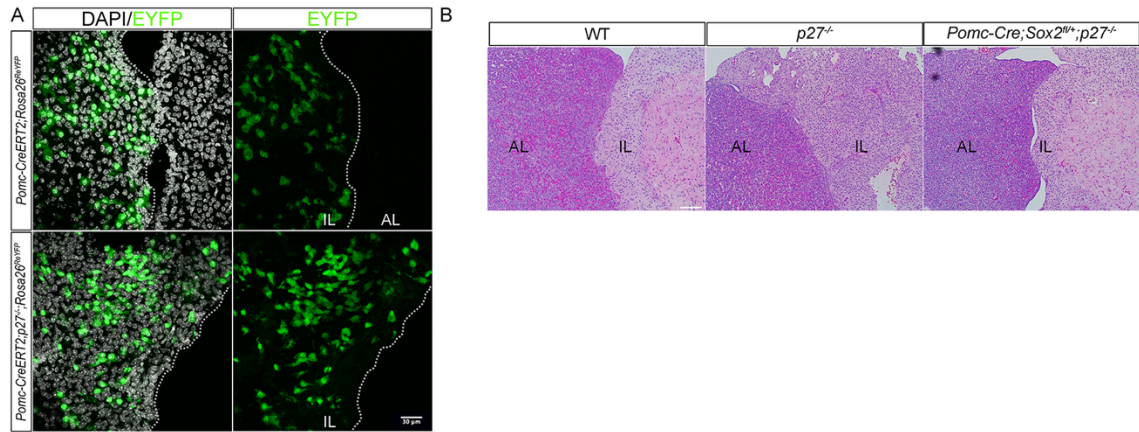

**Fig. S4. Analysis of melanotrophs in *Pomc-CreERT2;p27<sup>-/-</sup>;Rosa26<sup>eYFP</sup>* pituitaries.**

**A)** eYFP mosaic recombination pattern in 6-month old *Pomc-CreERT2;Rosa26R<sup>eYFP</sup>* and *Pomc-CreERT2;p27<sup>-/-</sup>;Rosa26R<sup>eYFP</sup>* IL. Only a proportion of melanotrophs are eYFP positive after tamoxifen treatment.

**B)** Histological H&E stained sections of 28 to 33-week old wt, *p27<sup>-/-</sup>* and *Pomc-Cre;Sox2<sup>fl/y</sup>;p27<sup>-/-</sup>* pituitaries. *Pomc-Cre;Sox2<sup>fl/y</sup>;p27<sup>-/-</sup>* sections display a normal IL (Scale bar 100 microns).

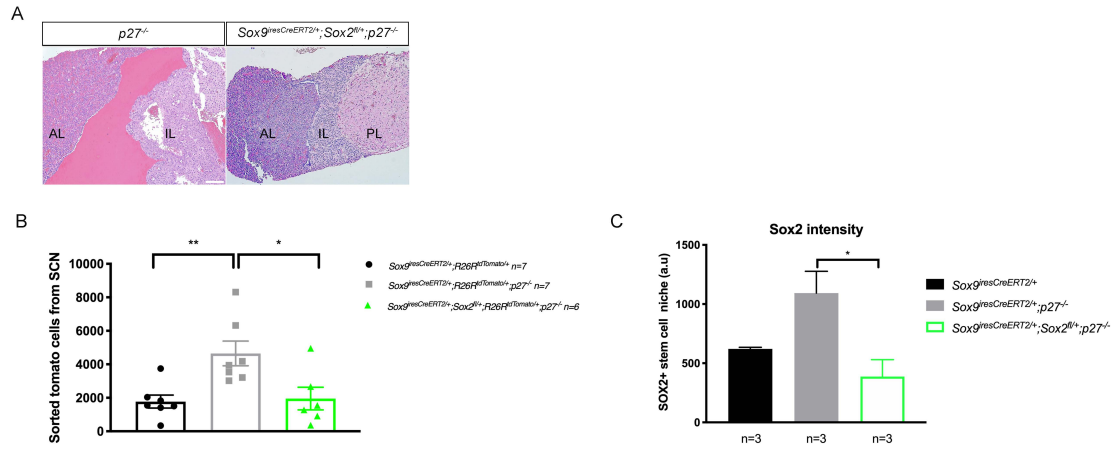

**Fig. S5. Analysis of stem cells in *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>* pituitaries.**

**A)** Histological H&E stained sections of *p27<sup>-/-</sup>* and *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* pituitaries. *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* pituitaries show a reduced IL size compared to *p27<sup>-/-</sup>* (Scale bar 100 microns).

**B)** Analysis of tomato positive cells by flow cytometry in *Sox9<sup>CreERT2/+</sup>; Rosa26<sup>MTomato/+</sup>*, *Sox9<sup>CreERT2/+</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* and *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* dissected IL from 3.5- to 5-month old animals that were treated by tamoxifen at 1month-old. The number of tomato-positive FACSorted stem cells is reduced in *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* (1953±1658, n=6) compared to *Sox9<sup>CreERT2/+</sup>; p27<sup>-/-</sup>; Rosa26<sup>MTomato/+</sup>* samples (4648±1954, n=7), to values comparable to control. (\**p*=0.0094 and \**p*=0.0189).

**C)** Quantification of SOX2 immunofluorescence intensity in the stem cell layer in *Sox9<sup>CreERT2/+</sup>* (621±23 a.u., number of cells counted 1214, n=3 animals), *Sox9<sup>CreERT2/+</sup>; p27<sup>-/-</sup>* (1093±317 a.u., number of cells counted 899, n=3) and *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>* (387±246 a.u., number of cells counted 1265, n=3) pituitaries of 7 to 12 month-old animals. *Sox9<sup>CreERT2/+</sup>; Sox2<sup>B/-</sup>; p27<sup>-/-</sup>* express lower levels of Sox2 (\**p*=0.02). Representative immunofluorescence is shown Fig.5F.

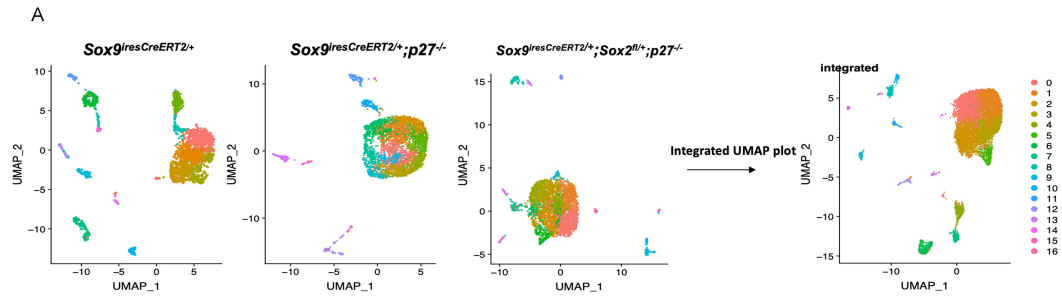

**Fig. S6. Analysis of single cell RNAseq datasets from dissected ILs.**

A) UMAP (Uniform Manifold Approximation and Projection) visualization of 3-month old *Sox9*<sup>iresCreERT2<sup>+/+</sup></sup> (n=2110 cells), *Sox9*<sup>iresCreERT2<sup>+/+</sup></sup>;p27<sup>-/-</sup> (n=4527 cells) and *Sox9*<sup>iresCreERT2<sup>+/+</sup></sup>;Sox2<sup>fl/fl</sup>;p27<sup>-/-</sup> (n=4305 cells) single cell RNAseq datasets from dissected ILs. Individual datasets were integrated on a unique UMAP plot from the three different genotypes (right panel).

| Table S1. Primers for CRISPR genome editing |                    |                                                                       |
|---------------------------------------------|--------------------|-----------------------------------------------------------------------|
| <i>sgRNA</i>                                | <i>Primer name</i> | <i>Sequence 5' to 3' (20-mer sgRNA recognition sequences in bold)</i> |
| GUIDE 1 UPSTREAM SRR2 ENHANCER              | G1 UP SSR2_F       | 5' CACCG TCG TTT TTA GGG TAA GGT AC 3'                                |
|                                             | G1 UP SSR2_R       | 5' AAAC GT ACC TTA CCC TAA AAA CGAC 3'                                |
|                                             | T7 G1 UP SSR2_F    | 5' TTAATACGACTCACTATAGGG <b>GTCC TTT TTA GGG TAA GGT AC</b> 3'        |
| GUIDE 4 UPSTREAM SRR2 ENHANCER              | G4 UP SSR2_F:      | 5' CACC <b>GAA CCT GCC TAG CTT GGA CT</b> 3'                          |
|                                             | G4 UP SSR2_R:      | 5' AAAC AG TCC AAG CTA GGC AGG TTC 3'                                 |
|                                             | T7 G4 UP SSR2_F    | 5' TTAATACGACTCACTATAGGG <b>GAA CCT GCC TAG CTT GGA CT</b> 3'         |
| GUIDE 1 DOWNSTREAM SRR2 ENHANCER            | G1 DOWN SSR2_F     | 5' CACCGAGACCAATG <b>ACGGGCGTG</b> 3'                                 |
|                                             | G1 DOWN SSR2_R     | 5' AAAC CACGCCGTCATTGGGTCTC 3'                                        |
|                                             | T7 G1 DOWN SSR2_F  | 5' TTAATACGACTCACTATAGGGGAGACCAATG <b>ACGGGCGTG</b> 3'                |
| GUIDE 5 DOWNSTREAM SRR2 ENHANCER            | G5 DOWN SSR2_F:    | 5' CACC <b>GTCC CCC CAC GCC CGT CAT TT</b> 3'                         |
|                                             | G5 DOWN SSR2_R:    | 5' AAAC AAATGACGGGCGTGGGGGAC 3'                                       |
|                                             | T7 G5 DOWN SSR2_F  | 5' TTAATACGACTCACTATAGGG <b>GTCC CCC CAC GCC CGT CAT TT</b> 3'        |
| pX330 plasmid                               | uniR               | AAAAGCACCGACTCGGTGCC                                                  |

**Table S1. Primers used for CRISPR genome editing**

| Table S2 Genotyping Primers                    |                                                                      |
|------------------------------------------------|----------------------------------------------------------------------|
| Primer name                                    | Sequence 5' to 3'                                                    |
| SRR2_FORWARD                                   | 5' GGAGGATTATGAAGGTCCTG 3'                                           |
| SSR2_REVERSE                                   | 5' GCTGAGTCGGGTCAATTATT 3'                                           |
| SRR2_FORWARD miSEQ (Illumina adaptors in bold) | 5' <b>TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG</b> GGAGGATTATGAAGGTCCTG 3'  |
| SSR2_REVERSE miSEQ (Illumina adaptors in bold) | 5' <b>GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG</b> GCTGAGTCGGGTCAATTATT 3' |

**Table S2. Primers used to genotype *Srr2* deleted mice.**

| <b>Table S3. Quantitative PCR Primers</b> |                              |                              |                             |
|-------------------------------------------|------------------------------|------------------------------|-----------------------------|
| <b><i>Gene Name</i></b>                   | <b><i>Forward primer</i></b> | <b><i>Reverse Primer</i></b> | <b><i>Amplicon Size</i></b> |
| <i>Pomc</i>                               | CAGTGCCAGGACCTCACC           | CAGCGAGAGGTCGAGTTTG          | 72                          |
| <i>Pax7</i>                               | GGCACAGAGGACCAAGCTC          | GCACGCCGTTACTGAAC            | 60                          |
| <i>Tbx19</i>                              | TGAAATGATCGTGACCAAGAACGG     | TTCACCATTGACGTACTTCCAGCG     | 144                         |
| <i>Sox2</i>                               | AACGCCTTCATGGTATGGTC         | GATCTCCGAGTTGTGCATCTT        | 78                          |
| <i>Sox9</i>                               | AGCTCACCAGACCCTGAGAA         | CTCCAGCAATCGTTACCTTC         | 205                         |

**Table S3. Primers used for quantitative PCR.**

| Figure 3c Brightfield images                   |             |      |
|------------------------------------------------|-------------|------|
| Genotype                                       | Age (weeks) | Sex  |
| WT                                             | 61          | male |
| <i>p27</i> <sup>-/-</sup>                      | 52          | male |
| <i>p27</i> <sup>-/-</sup> ; <i>srr2del/del</i> | 60          | male |

  

| Figure 4e Brightfield images                |             |      |
|---------------------------------------------|-------------|------|
| Genotype                                    | Age (weeks) | Sex  |
| <i>Pomc-Cre</i>                             | 33          | male |
| <i>Pomc-Cre;p27</i> <sup>-/-</sup>          | 29          | male |
| <i>Pomc-Cre;Sox2fl/+;p27</i> <sup>-/-</sup> | 25          | male |

  

| Figure 5b Brightfield images                         |             |        |
|------------------------------------------------------|-------------|--------|
| Genotype                                             | Age (weeks) | Sex    |
| <i>Sox9iresCreERT2/+;p27</i> <sup>-/-</sup>          | 55          | female |
| <i>Sox9iresCreERT2/+;Sox2fl/+;p27</i> <sup>-/-</sup> | 53          | male   |

  

| Figure 3d                                      |             |       |
|------------------------------------------------|-------------|-------|
| Genotype                                       | Age (weeks) | Sex   |
| WT                                             | 33-52       | 4m    |
| <i>p27</i> <sup>-/-</sup>                      | 40-41       | 2m/2f |
| <i>p27</i> <sup>-/-</sup> ; <i>Srr2del/del</i> | 43-45       | 3m/1f |

  

| Figure 4b                                                                    |             |       |
|------------------------------------------------------------------------------|-------------|-------|
| Genotype                                                                     | Age (weeks) | Sex   |
| WT                                                                           | 9           | 1f    |
|                                                                              | 20-30       | 2m    |
| <i>p27</i> <sup>-/-</sup>                                                    | 9           | 1f    |
|                                                                              | 20-36       | 2f/5m |
| <i>Pomc-CreERT2;Sox2fl/+;p27</i> <sup>-/-</sup> ; <i>EYFP</i> <sup>+/-</sup> | 9           | 2f    |
|                                                                              | 20-30       | 2m    |

  

| Figure 4c                                                                    |             |       |
|------------------------------------------------------------------------------|-------------|-------|
| Genotype                                                                     | Age (weeks) | Sex   |
| <i>Pomc-CreERT2;Sox2fl/+;p27</i> <sup>-/-</sup> ; <i>EYFP</i> <sup>+/-</sup> | 9           | 2f/1m |
|                                                                              | 20-30       | 3m    |

  

| Figure 4g-j                                 |             |       |
|---------------------------------------------|-------------|-------|
| Genotype                                    | Age (weeks) | Sex   |
| <i>Pomc-Cre;p27</i> <sup>-/-</sup>          | 25-43       | 3f/3m |
| <i>Pomc-Cre;Sox2fl/+;p27</i> <sup>-/-</sup> | 25-43       | 1f/4m |

  

| Figure 5                                           |              |       |
|----------------------------------------------------|--------------|-------|
| Genotype                                           | Age (months) | Sex   |
| WT                                                 | 7 to 12      | 1f/5m |
| <i>p27</i> <sup>-/-</sup>                          | 7 to 12      | 1f/3m |
| <i>Sox9iresCreERT2;Sox2fl/+;p27</i> <sup>-/-</sup> | 7 to 12      | 3f/3m |

**Table S4. Information on experimental animals.**

As previously reported (8), IL tumor penetrance was 100% in *p27* null animal. Furthermore, no phenotypic difference was observed between males and females.

| Bulk IL RNAseq (Fig. 1 C & D) |         |                 |                                                                   |
|-------------------------------|---------|-----------------|-------------------------------------------------------------------|
| Genotype                      | Age     | Sex             | Aim                                                               |
| WT                            | 2 month | 3 male          | Define molecular pathways characteristic of pre-tumoral phenotype |
| p27 <sup>-/-</sup>            | 2 month | 1 female/1 male |                                                                   |
| WT                            | 7 month | 1 female/1 male | Define molecular pathways characteristic of tumoral phenotype     |
| p27 <sup>-/-</sup>            | 7 month | 1 female/2 male |                                                                   |

| Bulk IL RNAseq (Fig. 2B)                |         |                 |                                                                                 |
|-----------------------------------------|---------|-----------------|---------------------------------------------------------------------------------|
| Genotype                                | Age     | Sex             | Aim                                                                             |
| WT                                      | 2 month | 2 female/2 male | Define the pathways involved in tumorigenesis that are modulated by Sox2 dosage |
| p27 <sup>-/-</sup>                      | 2 month | 2 female/1 male |                                                                                 |
| p27 <sup>-/-</sup> ;Sox2 <sup>+/-</sup> | 2 month | 2 female/1 male |                                                                                 |

| IL sc-RNAseq (Fig. 6A)                        |         |                    |                                                                        |
|-----------------------------------------------|---------|--------------------|------------------------------------------------------------------------|
| Genotype                                      | Age     | Sex                | Aim                                                                    |
| Sox9iresCreERT2/+                             | 3 month | pool 2 males       | Independent analysis of p27 null melanotrophs                          |
| Sox9iresCreERT2/+;p27 <sup>-/-</sup>          | 3 month | pool male & female | and p27null;Sox2 <sup>+/-</sup> stem cells to define molecular players |
| Sox9iresCreERT2/+;Sox2fl/+;p27 <sup>-/-</sup> | 3 month | pool male & female | involved in interactions between both cell types                       |

**Table S5. Aims and information on animals used for the transcriptomic analyses.**

**Dataset S1. Lists of DEG and enriched pathways in 2 and 7-month old p27<sup>-/-</sup> vs wt IL.**

**Dataset S2. Lists of DEG and enriched pathways in 2 month-old p27<sup>-/-</sup> vs wt and p27<sup>-/-</sup>;Sox2<sup>fl/+</sup> IL.**

**Dataset S3. List of DEG in SC clusters (Single-cell RNAseq analysis)**

Genes differentially expressed in cluster 1 (comprising mostly Sox9<sup>iresCreERT2/+</sup>;p27<sup>-/-</sup> cells) but unaffected in cluster 2 (comprising mostly Sox9<sup>iresCreERT2/+</sup>;p27<sup>-/-</sup>;Sox2<sup>fl/+</sup> cells) compared to cluster 0 (comprising mostly control Sox9<sup>iresCreERT2/+</sup> cells) are listed. The percentage of cells expressing the gene of interest in each cluster is represented, followed by the significance of differential expression versus control.

## SI References

1. Li H, *et al.* (2012) p27(Kip1) directly represses Sox2 during embryonic stem cell differentiation. *Cell Stem Cell* 11(6):845-852.
2. Lytle NK, Barber AG, & Reya T (2018) Stem cell fate in cancer growth, progression and therapy resistance. *Nat Rev Cancer* 18(11):669-680.
3. Lamolet B, *et al.* (2001) A pituitary cell-restricted T box factor, Tpit, activates POMC transcription in cooperation with Pitx homeoproteins. *Cell* 104(6):849-859.
4. Budry L, *et al.* (2012) The selector gene Pax7 dictates alternate pituitary cell fates through its pioneer action on chromatin remodeling. *Genes Dev* 26(20):2299-2310.
5. Langlais D, Couture C, Kmita M, & Drouin J (2013) Adult pituitary cell maintenance: lineage-specific contribution of self-duplication. *Mol Endocrinol* 27(7):1103-1112.
6. Quereda V & Malumbres M (2009) Cell cycle control of pituitary development and disease. *J Mol Endocrinol* 42(2):75-86.
7. Sharma SS & Pledger WJ (2016) The non-canonical functions of p27(Kip1) in normal and tumor biology. *Cell Cycle* 15(9):1189-1201.
8. Fero ML, *et al.* (1996) A syndrome of multiorgan hyperplasia with features of gigantism, tumorigenesis, and female sterility in p27(Kip1)-deficient mice. *Cell* 85(5):733-744.
9. Kiyokawa H, *et al.* (1996) Enhanced growth of mice lacking the cyclin-dependent kinase inhibitor function of p27(Kip1). *Cell* 85(5):721-732.
10. Nakayama K, *et al.* (1996) Mice lacking p27(Kip1) display increased body size, multiple organ hyperplasia, retinal dysplasia, and pituitary tumors. *Cell* 85(5):707-720.
11. Roussel-Gervais A, *et al.* (2010) Cooperation between cyclin E and p27(Kip1) in pituitary tumorigenesis. *Mol Endocrinol* 24(9):1835-1845.
12. Bilodeau S, Roussel-Gervais A, & Drouin J (2009) Distinct developmental roles of cell cycle inhibitors p57Kip2 and p27Kip1 distinguish pituitary progenitor cell cycle exit from cell cycle reentry of differentiated cells. *Mol Cell Biol* 29(7):1895-1908.

13. Tong W & Pollard JW (2001) Genetic evidence for the interactions of cyclin D1 and p27(Kip1) in mice. *Mol Cell Biol* 21(4):1319-1328.
14. Wuebben EL & Rizzino A (2017) The dark side of SOX2: cancer - a comprehensive overview. *Oncotarget* 8(27):44917-44943.
15. Ku SY, *et al.* (2017) Rb1 and Trp53 cooperate to suppress prostate cancer lineage plasticity, metastasis, and antiandrogen resistance. *Science* 355(6320):78-83.
16. Mu P, *et al.* (2017) SOX2 promotes lineage plasticity and antiandrogen resistance in TP53- and RB1-deficient prostate cancer. *Science* 355(6320):84-88.
17. Goldsmith S, Lovell-Badge R, & Rizzoti K (2016) SOX2 is sequentially required for progenitor proliferation and lineage specification in the developing pituitary. *Development* 143(13):2376-2388.
18. Fauquier T, Rizzoti K, Dattani M, Lovell-Badge R, & Robinson IC (2008) SOX2-expressing progenitor cells generate all of the major cell types in the adult mouse pituitary gland. *Proc Natl Acad Sci U S A* 105(8):2907-2912.
19. Rizzoti K, Akiyama H, & Lovell-Badge R (2013) Mobilized adult pituitary stem cells contribute to endocrine regeneration in response to physiological demand. *Cell Stem Cell* 13(4):419-432.
20. Andoniadou CL, *et al.* (2013) Sox2(+) stem/progenitor cells in the adult mouse pituitary support organ homeostasis and have tumor-inducing potential. *Cell Stem Cell* 13(4):433-445.
21. Levy A (2002) Physiological implications of pituitary trophic activity. *J Endocrinol* 174(2):147-155.
22. Besson A, Gurian-West M, Schmidt A, Hall A, & Roberts JM (2004) p27Kip1 modulates cell migration through the regulation of RhoA activation. *Genes Dev* 18(8):862-876.
23. Borrelli E, Heyman RA, Arias C, Sawchenko PE, & Evans RM (1989) Transgenic mice with inducible dwarfism. *Nature* 339(6225):538-541.
24. Pulichino AM, *et al.* (2003) Tpit determines alternate fates during pituitary cell differentiation. *Genes Dev* 17(6):738-747.
25. Pellegata NS, *et al.* (2006) Germ-line mutations in p27Kip1 cause a multiple endocrine neoplasia syndrome in rats and humans. *Proc Natl Acad Sci U S A* 103(42):15558-15563.
26. Kelberman D, *et al.* (2006) Mutations within Sox2/SOX2 are associated with abnormalities in the hypothalamo-pituitary-gonadal axis in mice and humans. *J Clin Invest* 116(9):2442-2455.
27. Jayakody SA, *et al.* (2012) SOX2 regulates the hypothalamic-pituitary axis at multiple levels. *The Journal of clinical investigation* 122(10):3635-3646.
28. Chien WM, *et al.* (2006) Genetic mosaics reveal both cell-autonomous and cell-nonautonomous function of murine p27Kip1. *Proc Natl Acad Sci U S A* 103(11):4122-4127.
29. Furuyama K, *et al.* (2010) Continuous cell supply from a Sox9-expressing progenitor zone in adult liver, exocrine pancreas and intestine. *Nat Genet* 43(1):34-41.
30. Cheung LYM, *et al.* (2018) Single-Cell RNA Sequencing Reveals Novel Markers of Male Pituitary Stem Cells and Hormone-Producing Cell Types. *Endocrinology* 159(12):3910-3924.

31. Mayran A, *et al.* (2019) Pioneer and nonpioneer factor cooperation drives lineage specific chromatin opening. *Nature communications* 10(1):3807.
32. Haston S, *et al.* (2017) MAPK pathway control of stem cell proliferation and differentiation in the embryonic pituitary provides insights into the pathogenesis of papillary craniopharyngioma. *Development* 144(12):2141-2152.
33. Sendoel A, *et al.* (2017) Translation from unconventional 5' start sites drives tumour initiation. *Nature* 541(7638):494-499.
34. Kondoh I & Lovell-Badge R (2015) *Sox2 Biology and role in development and disease* (Elsevier).
35. Fabris L, *et al.* (2015) p27kip1 controls H-Ras/MAPK activation and cell cycle entry via modulation of MT stability. *Proc Natl Acad Sci U S A* 112(45):13916-13921.
36. Nguyen L, *et al.* (2006) p27kip1 independently promotes neuronal differentiation and migration in the cerebral cortex. *Genes Dev* 20(11):1511-1524.
37. Vilas JM, *et al.* (2015) Transcriptional regulation of Sox2 by the retinoblastoma family of pocket proteins. *Oncotarget* 6(5):2992-3002.
38. Miyagi S, *et al.* (2004) The Sox-2 regulatory regions display their activities in two distinct types of multipotent stem cells. *Mol Cell Biol* 24(10):4207-4220.
39. Marques-Torres MA, *et al.* (2013) Cyclin-dependent kinase inhibitor p21 controls adult neural stem cell expansion by regulating Sox2 gene expression. *Cell Stem Cell* 12(1):88-100.
40. Wang K, *et al.* (2018) FGFR1-ERK1/2-SOX2 axis promotes cell proliferation, epithelial-mesenchymal transition, and metastasis in FGFR1-amplified lung cancer. *Oncogene* 37(39):5340-5354.
41. Schaefer T & Lengerke C (2020) SOX2 protein biochemistry in stemness, reprogramming, and cancer: the PI3K/AKT/SOX2 axis and beyond. *Oncogene* 39(2):278-292.
42. Taranova OV, *et al.* (2006) SOX2 is a dose-dependent regulator of retinal neural progenitor competence. *Genes Dev* 20(9):1187-1202.
43. Srinivas S, *et al.* (2001) Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. *BMC Dev Biol* 1:4.
44. Gonen N, *et al.* (2018) Sex reversal following deletion of a single distal enhancer of Sox9. *Science* 360(6396):1469-1473.
45. Rizzoti K, *et al.* (2004) SOX3 is required during the formation of the hypothalamo-pituitary axis. *Nat Genet* 36(3):247-255.
46. Barratt CLR, *et al.* (2017) The diagnosis of male infertility: an analysis of the evidence to support the development of global WHO guidance-challenges and future research opportunities. *Hum Reprod Update* 23(6):660-680.
47. Furlan A, *et al.* (2017) Multipotent peripheral glial cells generate neuroendocrine cells of the adrenal medulla. *Science* 357(6346):39-46.
48. Bankhead P, *et al.* (2017) QuPath: Open source software for digital pathology image analysis. *Sci Rep* 7(1):16878.
49. Livak KJ & Schmittgen TD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* 25(4):402-408.

50. McGuinness L, *et al.* (2003) Autosomal dominant growth hormone deficiency disrupts secretory vesicles in vitro and in vivo in transgenic mice. *Endocrinology* 144(2):720-731.
51. Li B & Dewey CN (2011) RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12:323.
52. Dobin A, *et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29(1):15-21.
53. Love MI, Huber W, & Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15(12):550.
54. Team RDC (2008) R: A language and environment for statistical computing. . *R Foundation for Statistical Computing, Vienna, Austria*.
55. Stuart T, *et al.* (2019) Comprehensive Integration of Single-Cell Data. *Cell* 177(7):1888-1902 e1821.

How the deposited data were processed for this re-analysis (not part of the article)

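Bulk RNA of dissected IL was measured in 10 mice, 4 WT, 3 p27-/- and 3 p27-/-;Sox2+/-, with 1 library per mouse. The authors aligned the reads with STAR, counted them per gene with RSEM, normalized the counts with DESeq2 and deposited log2 values for 29527 genes. The paper's text does not name the transformation that gave the log2 values. The lowest value is -1.89, the column means lie between 4.345 and 4.367, and the differences between genotypes are smaller than the fold changes of Dataset S2, with a median ratio of 0.07 for genes with a baseMean of at most 10 and of 0.74 for those above 1000. The values are therefore not counts, and they were tested as they are. The reads per sample are unknown from the table, so no interval or floor that needs them is given, and the number of mice limits the precision.

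Samples were grouped by the genotype in the sample labels. Genes with a mean over the 10 samples of at least 10 on the linear scale, 3.32 on the log2 scale, were tested, 17268 in all, of which 15131 have a symbol. Gene positions are those of GRCm38, matched by symbol. The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a mean-variance trend) in 1 fit of all samples, for p27-/- against WT, p27-/-;Sox2+/- against WT and p27-/-;Sox2+/- against p27-/-, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Gene sets of the cell cycle, HIF-1 targets, cytoskeleton and epithelial-mesenchymal transition with cell adhesion were tested with camera at an inter-gene correlation of 0.01, adjusted over 12 tests. The paper's pathway software was not used here. Scores and principal components were compared with exact permutation tests in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and drawn with matplotlib 3.10.9. The model was tested on simulated data with 200 of 17268 genes changed: a log2 change of 0.5 was recovered in 38.5% of them, of 1 in 97.5% and of 2 in 100%, with between 3.8% and 4.8% false calls. Of 100 simulated genes changed by 0.5 in both mutants, 21 were called only in p27-/-. The simulated values were drawn independently for each gene from a normal distribution with the spread of the fit. They hold no shared variation in tissue content, and fewer genes were changed than the 1343 that passed here. The recovered and false shares therefore need not hold for the real samples.

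The genes named are those in the heatmap of Fig. 2B, genes that the paper discusses, the 5 with the smallest p in each direction in p27-/- against WT and the 5 with the smallest p between the mutants, among genes past the threshold whose samples do not overlap, and marker genes of cell types. The comparisons, gene sets, rule for named genes and alternatives were chosen before the data were examined. The alternatives were no filter on low values, a mean of at least 50, a fit of only the 2 groups compared, no trend, array weights, median centring, quantile normalization, the replicate number as a block, Xist as a covariate, a correction for GC content, the block with that correction, each sample left out in turn, other definitions of the genes changed only in p27-/-, weights for the p27-loss score and all tested genes in the principal components. GC content was found for 86% of the tested genes. Other pseudocounts and tests on counts could not be applied to log2 values and were not run. The single-cell data and the comparison at 7 months were not analysed here.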

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

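For the genes near Sox2, the test of windows elsewhere in the genome and the test of distance from WT were chosen only after the result was seen, as were the marker and GC content tests of the genes changed only in p27-/-;Sox2+/-.

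Among 103 measures tested for a WT sample far from the other 3, 7 had one, where chance gives 5.2. The ratio of the gap to the range was 0.920 for the mean of the cell cycle genes, in which WT replicate 2 was at 0.107 and the others between -0.04 and -0.03. WT replicate 2 was also the highest WT sample for Bnip3 (ratio 0.884, log2 value 8.81 against 8.38 to 8.43), Top2a (0.888, 6.98 against 6.18 to 6.27) and Ccnd2 (0.848, 11.87 against 11.54 to 11.59). WT replicate 4 was the lowest for Bnip3l (0.909, 10.04 against 10.24 to 10.26), WT replicate 3 the highest for Sox2 (0.878, 7.75 against 7.34 to 7.39) and WT replicate 1 the lowest for Fshb (0.839, 7.15 against 9.24 to 9.64). Without WT replicate 2, the mean log2 fold change of the cell cycle genes in p27-/- compared with WT was 0.561, that of Bnip3 0.635, that of Top2a 2.32 and that of Ccnd2 -3.078, each on the same side of the threshold as with all samples. Without WT replicate 4, the log2 fold change of Bnip3l was 0.277 and did not pass it, as with all samples. Without WT replicate 3, the log2 fold change of Sox2 in p27-/-;Sox2+/- compared with WT was -0.361 (adjusted p = 0.145, over all alternatives between 0.0275 and 0.305). WT replicate 2 had the highest mean of the anterior lobe hormone markers, 1.416, where the other WT samples lay between -0.193 and 0.249. No biological explanation for the deviating WT samples was tested.

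The paper does not report the genes that passed the threshold only in p27-/-;Sox2+/-. There were 122, of which 56 were higher and 66 lower, and 6 of them also differed from p27-/- (Fam49a, Ido2, Sectm1b, Flrt3, 3425401B19Rik and Sox2ot, named after their values were seen). When the labels of the 6 mutant samples were exchanged, 7 of the 8 labellings that part the 3 same-numbered pairs gave at least as many genes, and 17 of all 20 did. An exchanged labelling places p27-/- samples in the p27-/-;Sox2+/- group, and p27-/- had more genes past the threshold against WT. The full exchange gives the 997 genes changed only in p27-/-. This can raise the count, so the test cannot decide whether the number exceeds that of arbitrary groups of the mutant samples. Of the 122 genes, 119 stayed past the threshold after the correction for GC content. Within 20 Mb of Sox2 lay 2 of them, Gm20515 and Sox2ot, 1.8% of the genes there against 0.7% elsewhere (Fisher's exact test, two-sided p = 0.184), too few to show whether they are concentrated there. With the mean of marker genes as a covariate, 21 of the 122 stayed past the threshold for posterior lobe markers, 9 for fibroblast and mural markers and 60 for anterior lobe hormone markers. RNA from other tissue may therefore contribute to these genes, but a covariate also removes power, and the counts do not single out 1 tissue.

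Within 20 Mb of Sox2, 19 of 114 genes (16.7%) had an unadjusted p-value under 0.05 between p27-/-;Sox2+/- and p27-/- samples, against 7.2% of the other genes with a position (Fisher's exact test, two-sided p = 0.000753). A share as high was found in 0.2% of 14213 windows elsewhere that held at least 50 genes, the highest at 17.9%. The windows are centred on single genes and overlap widely, so they are not independent and the 0.2% is no p-value. This count therefore cannot exclude a tendency of neighbouring genes to vary together. A strain variant carried along with the targeted Sox2 allele is a candidate explanation, but the excess is itself the pattern to be explained and no separate evidence for it. Such a variant would place genes that p27 loss leaves unchanged farther from WT in p27-/-;Sox2+/- than in p27-/-. Only 3 of the 19 lay farther, Gm15496, Gm20515 and Sox2ot. However, 10 of the 19 passed the threshold in p27-/- compared with WT, and a variant could bring such genes nearer to WT. Gm20515 lies 0.2 Mb from Sox2. Sox2ot, on chromosome 3 from 34560381 to 34677993, contains Sox2 and so lies at the targeted site itself, where it cannot tell a linked variant from the targeted change. It had a log2 fold change of -0.97 against WT (adjusted p = 0.0027) and of -0.80 against p27-/- (adjusted p = 0.0435). The test of distance from WT, the only separate one made for this excess, thus cannot decide about a strain variant. No cause was found for the excess.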

How the results depend on the processing

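No test in this part was chosen after the result was seen.

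In p27-/- compared with WT, 1343 genes passed the threshold with all samples. The number was 831 with no filter on low values, 807 in a fit of only the 2 groups compared, 595 with the replicate block and 766 with the block and the GC correction, and from 403 to 1709 across the 10 fits that each left out one replicate. It was higher with array weights (1764) and with the GC correction alone (1529). In p27-/-;Sox2+/- compared with WT, where 468 passed, it was 260 in the fit of 2 groups, 1240 with array weights, 209 with the block and 277 with the block and the GC correction, and from 80 to 658 with a replicate left out. Between the mutants, where 25 passed, it was 6 with no filter, 45 in the fit of 2 groups, 8 without the trend, 283 with array weights, 15 with quantile normalization and 2 with the block, with or without the GC correction, and from 0 to 41 with a replicate left out. In the 4 fits with 0 genes, between 716 and 1030 genes had an unadjusted p-value under 0.05. The cause of these differences was not tested.

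The 997 genes changed only in p27-/- became 614 with no filter, 619 in the fit of 2 groups, 444 with the block, 559 with the block and the GC correction, 366 when an unadjusted p of at least 0.05 was required in the compound mutant and 371 when its change was to be at most 0.5 of that in p27-/-, and from 220 to 1206 with a replicate left out. They became 1029 with array weights and 1108 with the GC correction alone. Of the genes changed only in p27-/-, 16 differed between the mutants with all samples, 4 with no filter, 5 without the trend, 128 with array weights, 8 with quantile normalization and 2 with the block, with or without the GC correction, and from 0 to 24 with a replicate left out. In the 5 fits with 0 genes, between 115 and 258 had an unadjusted p-value under 0.05. Adjusted over the selection alone, which itself favors a difference between the mutants, 124 differed, 413 with array weights and from 48 to 169 with a replicate left out. The cause was not tested. Same-numbered samples of different genotypes did not deviate together (mean correlation -0.046 over 9 pairs), so the block spends degrees of freedom without removing a shared deviation.

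Every direction and call of the cell cycle and HIF-1 target sets held under the alternatives tried. The cell cycle mean in p27-/- compared with WT lay between 0.47 and 0.573 with a replicate left out. The cytoskeleton set in p27-/-;Sox2+/- compared with WT passed the threshold with quantile normalization (-0.061, adjusted p = 0.0435, where the alternatives other than leave-one-out gave from 0.0435 to 0.37 and leave-one-out from 0.146 to 0.563). The difference of the epithelial-mesenchymal transition and cell adhesion set between the mutants, 0.076 with all samples, was 0.006 with array weights (adjusted p = 0.525, where the alternatives other than leave-one-out gave from 0.00619 to 0.525), and from 0.011 to 0.159 with a replicate left out (adjusted p from 2.97e-06 to 0.489). The difference of the 7-month p27-loss score between the mutants changed direction without p27-/-;Sox2+/- replicate 1 (0.016) and without p27-/- replicate 1 (0.006), and ranged from -0.065 to 0.016 with a replicate left out. The cause was not tested. No p of a score or of a principal component passed 0.05 in any setting, which the number of samples does not allow.

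Of the genes, Pomc in p27-/-;Sox2+/- compared with WT changed direction with array weights (0.075), with quantile normalization (0.000) and in fits with a replicate left out (0.003, 0.010 and 0.148, within a range from -0.186 to 0.148). Tbx19 in p27-/- did so with quantile normalization (-0.011), and Pcsk2 in p27-/-;Sox2+/- with the block and the GC correction (-0.019). Fos in p27-/-;Sox2+/- did so with quantile normalization (0.024) and with a replicate left out (0.100 and 0.121, within a range from -0.215 to 0.121). Junb in p27-/- did so with array weights (0.013), quantile normalization (0.017) and a replicate left out (0.007, 0.053 and 0.127, within a range from -0.159 to 0.127), and in p27-/-;Sox2+/- with the block and the GC correction (-0.012) and a replicate left out (-0.024 and -0.011, within a range from -0.024 to 0.238). Between the mutants, leaving out a replicate reversed Hey1 (-0.069, within a range from -0.069 to 0.217), Pax7 (0.097 and 0.009, from -0.125 to 0.097) and Tnxb (-0.178, -0.028 and -0.095, from -0.178 to 0.220). None of these passed the threshold, and the cause was not tested. Over 104 comparisons of single genes, the alternatives other than leave-one-out gave 1060 of 1124 values with the same direction and call, 40 weaker, 16 stronger and 8 reversed, and leave-one-out gave 937 of 1040, 81 weaker, 6 stronger and 16 reversed.

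The alternatives with another pseudocount, and with tests on counts, were not run, because the values are already on the log2 scale. Genes with a mean under 50, such as Aurka, Pmaip1 and Junb, have no value at that minimum.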

Differences from the paper's values

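No test in this part was chosen after the result was seen.

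Dataset S2 lists log2 fold changes in each mutant compared with WT for 15 genes, Pcsk2 and the genes of the heatmap of Fig. 2B other than Cdk1, Ccnb1 and Fzd1. All 30 values here had the sign of the paper's and all 30 were smaller in size, and 18 differed by more than the SD of the replicates. Smaller values are what the deposited log2 values give for genes of Dataset S2. The median ratio to the paper's fold change was 0.07 at a baseMean of at most 10 and 0.74 above 1000. Every alternative starts from these deposited values, so none could undo this. A gap that closed without a replicate therefore does not name that replicate as its cause. In p27-/-, the log2 fold change of Aurka was 0.40 against the paper's 1.76, that of Angpt2 0.32 against the paper's 0.50, that of Pmaip1 1.00 against the paper's 3.19, that of Ccna2 0.94 against the paper's 1.86, that of Fgf2 -0.75 against the paper's -1.43, that of Pdgfra -0.75 against the paper's -1.38, that of Cdh1 -0.58 against the paper's -0.90 and that of Cdc25c, which was under the minimum and was not tested, 0.546 against the paper's 4.70. None of the alternatives set before the data were examined closed the gap for these 8; for Cdc25c the setting with no filter was the only one to give a value. That of Cdk4 was 0.34 against the paper's 0.45, and fell within the SD of the replicates with the replicate block, with the block and the GC correction, without p27-/- replicate 3, without WT replicate 2 and without WT replicate 4. That of Bnip3 was 0.53 against the paper's 0.76, and that of Hey1 -0.61 against the paper's -0.95; for both the gap closed without p27-/- replicate 1 and without WT replicate 2. The other alternatives set before the data were examined closed no gap for Cdk4, Bnip3 or Hey1.

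In p27-/-;Sox2+/-, the log2 fold change of Aurka was 0.26 against the paper's 1.23, that of Pmaip1 0.13 against the paper's 0.74 and that of Cdc25c 0.046 against the paper's 1.54, and no alternative set before the data were examined closed the gap. That of Ccna2 was 0.35 against the paper's 0.75, closed without p27-/-;Sox2+/- replicate 2 and without WT replicate 2. That of Angpt2 was -0.18 against the paper's -0.29, closed without p27-/-;Sox2+/- replicate 2, without WT replicate 1 and without WT replicate 2. That of Fgf2 was -0.50 against the paper's -0.97, closed without WT replicate 2. That of Cdh1 was -0.33 against the paper's -0.51, closed with the replicate block, with the block and the GC correction, without p27-/-;Sox2+/- replicate 1, without WT replicate 3 and without WT replicate 4. The other alternatives did not close these gaps.

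Dataset S2 counts Aurka, Cdc25b, Angpt2, Bnip3l, Cdh2 and Cdc25c as differentially expressed in p27-/- compared with WT, and the heatmap of Fig. 2B shows them and Fzd1. Here 6 of the 16 tested genes of the heatmap did not pass the threshold. Aurka (adjusted p = 0.0517) passed it with array weights (0.0395), with quantile normalization (0.0297) and without p27-/- replicate 2 (0.0483). Cdc25b (0.0655) passed it with array weights (0.0321), with the GC correction (0.0484), without p27-/-;Sox2+/- replicate 3 (0.0459), without p27-/- replicate 1 (0.0307) and without WT replicate 1 (0.0495). Angpt2 (0.0623) and Bnip3l (0.0649) passed it with array weights (0.0399 and 0.0479), and Cdh2 (0.0704) without WT replicate 2 (0.00803). Fzd1 (0.187) passed it in no setting. Cdc25c passed it with no filter on low values (0.00214).

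By RT-qPCR (Fig. 2F), the paper finds Tbx19 lower in p27-/- IL and Pomc lower in both mutants. It does not state whether the RT-qPCR used the sequenced samples. Its RT-qPCR values are relative to Gapdh, whereas the values here were normalized over the whole library. The log2 fold change of Gapdh itself was 0.47 in p27-/- (limma, adjusted p = 0.0353) and 0.20 in p27-/-;Sox2+/- (adjusted p = 0.419). A reference that is higher in a mutant lowers values given relative to it. Whether this accounts for the difference was not tested. The log2 fold change of Tbx19 in p27-/- was 0.06 here (adjusted p = 0.728), and that of Pomc was 0.31 in p27-/- (adjusted p = 0.454) and -0.03 in p27-/-;Sox2+/- (adjusted p = 0.962).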

Other observations

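The posterior lobe tests and the test of the first principal component against marker genes were chosen only after the result was seen.

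How often other groupings of the samples gave a result as large was counted over the groupings that part the 3 same-numbered pairs, 8 for a comparison with WT or for exchanged mutant labels and 4 between the mutants; the others part fewer pairs. The real grouping was the only one to reach its number of genes in p27-/- compared with WT (1 of 8, and 1 of 35 over all groupings), in p27-/-;Sox2+/- compared with WT (1 of 8, and 1 of 35) and between the mutants (1 of 4, and 1 of 10). It was also the only one for the 997 genes changed only in p27-/- (1 of 8, and 1 of 20), where the other 19 labellings gave a median of 208 genes, from 50 to 534, and for the numbers of these genes that differed between the mutants (1 of 8, with either adjustment, and 1 of 20 over all labellings). For the cell cycle genes it was the only one in every comparison (1 of 8, 1 of 8 and 1 of 4, and over all groupings 1 of 35, 1 of 35 and 1 of 10). For the HIF-1 targets, 2 of 8 gave as small a p-value in p27-/-, 8 of 8 in p27-/-;Sox2+/- and 1 of 4 between the mutants (over all groupings 3 of 35, 27 of 35 and 1 of 10). For the cytoskeleton genes the numbers were 6 of 8, 3 of 8 and 3 of 4 (30 of 35, 13 of 35 and 5 of 10), and for the epithelial-mesenchymal transition and cell adhesion genes 1 of 8, 1 of 8 and 2 of 4 (3 of 35, 5 of 35 and 5 of 10). With 8 or 4 groupings a share under 0.05 is out of reach. Over all 35 groupings, whatever pairs they part, the share was below 0.05 in each comparison with WT for the number of genes and the cell cycle genes, and above it for the other 3 sets. The 10 groupings and 20 labellings of the mutants allow no such share, so the results between the mutants cannot be told apart from an arbitrary grouping by this count.

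The genes changed in p27-/- compared with WT were tested against technical explanations. Within 20 Mb of Cdkn1b, 7.6% of genes passed the threshold against 7.7% elsewhere (Fisher's exact test, two-sided p = 1), so a strain variant around Cdkn1b is unlikely to account for the number. After the GC correction, 1297 of the 1343 genes stayed past the threshold. With the mean of marker genes of another cell type as a covariate, 857 stayed past it for anterior lobe hormone markers, 377 for posterior lobe markers and 294 for fibroblast and mural markers. With Xist as a covariate, 1128 did. The amount of posterior lobe, fibroblast and mural tissue in the dissected IL may therefore contribute to the number of genes. These marker means also differ between the genotypes, and a covariate removes part of the genotype difference with them, so the test cannot separate tissue composition from an effect of genotype. The cell cycle and HIF-1 target sets kept their calls with each of the 3 covariates; the epithelial-mesenchymal transition and cell adhesion set in p27-/-;Sox2+/- did not with the fibroblast and mural markers (adjusted p = 0.138).

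The position on the first principal component was correlated with the mean of the posterior lobe markers over the 10 samples (Pearson's r = 0.73, permutation p = 0.0201, adjusted over 2 relations 0.0402; Spearman's rho 0.60, permutation p = 0.0734). Without the 2 samples farthest from the median, WT replicates 3 and 4, r was 0.44, so the relation rests on those samples. With the genotype means removed r was 0.69 (unadjusted permutation p = 0.0288). This is just under the 0.7 that was set for tissue content to count as an explanation, so a contribution of posterior lobe tissue cannot be excluded. For the anterior lobe hormone markers r was 0.35 (permutation p = 0.328, adjusted 0.328; rho 0.44, permutation p = 0.204) and 0.45 without the 2 samples farthest from the median, p27-/- replicate 2 and WT replicate 2. WT and mutant samples lie apart on this component. The values with the genotype means removed, 0.69 and -0.44 (for the latter unadjusted permutation p = 0.212), are therefore the ones that do not rest on the difference between genotypes.

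Values of genes discussed elsewhere in the paper belong at no sentence about these samples. The log2 fold change of Pax7 in p27-/- compared with WT was 0.23 (adjusted p = 0.247), that of Pcsk2 0.53 (adjusted p = 0.0352), that of Sox9 -0.17 (adjusted p = 0.337) and that of Tnxb 0.18 (adjusted p = 0.581). Among the immediate early genes it was -0.36 for Ier2 (adjusted p = 0.174), 0.42 for Fos (adjusted p = 0.313), -0.33 for Jun (adjusted p = 0.359), -0.03 for Junb (adjusted p = 0.929) and 0.43 for Egr1 (adjusted p = 0.356). The adjusted p-value of Pcsk2 ranged from 0.0061 to 0.14 with a replicate left out and from 0.00627 to 0.176 in the other settings. That of Ier2 ranged from 0.0478 to 0.288 in the other settings. In p27-/-;Sox2+/- compared with WT, Egr1 had 0.76 (adjusted p = 0.154, in the other settings 0.0152 to 0.331). Jun had -0.55 there (adjusted p = 0.179, in the other settings 0.0309 to 0.279). Ier2, Fos and Junb passed the threshold there in no setting. With no filter on low values, the first 2 principal components held 37.55% and 18.5% of the variance, which are the shares printed on the axes of Fig. S2C. The difference between genotypes was smaller than the paper's log2 fold change by a median ratio of 0.07 for genes of Dataset S2 with a baseMean of at most 10 and of 0.74 for those above 1000. AY036118, with a baseMean of 17542.1, had a difference of -5.60 against the paper's -30.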
